# Plant hormone and peptide signaling converge in the genetic network regulating cambium activation in Arabidopsis roots

**DOI:** 10.1093/plcell/koag059

**Published:** 2026-03-13

**Authors:** Tiina Blomster, Riccardo Siligato, Riikka Mäkilä, Wiktoria Fatz, Munan Lyu, Maria Angels de Luis Balaguer, Lingling Ye, Iris Gildea, Omid Safronov, Panu Somervuo, Kamil Růžička, Jarkko Salojärvi, Rosangela Sozzani, Melis Kucukoglu Topcu, Ari Pekka Mähönen

## Abstract

Plant secondary growth is driven by 2 concentric meristems: the inner vascular cambium and outer cork cambium. The periclinal cell divisions of both meristems, providing thickness and protection to plant organs, are activated with a delay after the primary development. Cytokinins and a set of downstream transcription factors are key players in promoting transition from primary to secondary development; however, it is unknown whether other factors play a role in this transition. Here, using time-course transcriptome analysis of cytokinin-treated, cytokinin-deficient *isopentenyltransferase1,3,5,7* (*ipt1,3,5,7*) mutant, we show that during cambium activation cytokinins positively regulate auxin and TRACHEARY ELEMENT DIFFERENTIATION INHIBITORY FACTOR (TDIF) peptide signaling in Arabidopsis (*Arabidopsis thaliana*) root. Correspondingly, mutants defective in TDIF peptide signaling displayed reduced cytokinin-induced secondary growth, and auxin signaling was found to be required for proper cytokinin response. Additionally, auxin and cytokinin signaling transiently overlapped in activating procambial cells and acted additively in promoting secondary development. Network analysis revealed that transcription factors belonging to the DNA-BINDING WITH ONE FINGER (DOF) and ETHYLENE RESPONSE FACTOR (ERF) gene families, are regulated by cytokinin during cambium activation and mutant analysis demonstrated delayed cambium activation and xylem formation phenotypes. Overall, we find that cytokinin, auxin, and TDIF form a tightly intertwined network of positive regulators for activation of secondary growth in the Arabidopsis root, indicating extensive redundancy in this process.

## Introduction

Plant secondary growth ensues from the activity of secondary meristems called vascular cambium and cork cambium. These meristems contain stem cells, which divide periclinally, and the daughter cells differentiate into either vascular (from vascular cambium) or protective (from cork cambium) cell types (Evert 2006; Wybouw et al. 2024). The importance of plant hormone cytokinin for secondary vasculature formation and subsequent secondary growth has been shown in multiple species, especially in Arabidopsis (*Arabidopsis thaliana*) (Matsumoto-Kitano et al. 2008; Randall et al. 2015; Ye et al. 2021), but also in radish (*Raphanus sativus*) (Jang et al. 2015) and hybrid aspen (*Populus tremula x tremuloides*) (Nieminen et al. 2008; Immanen et al. 2016). Transcriptional response to cytokinin is mediated by Arabidopsis type-B response regulators (ARRs) (Argueso and Kieber 2024). Type-B ARRs directly activate the transcription of *LATERAL ORGAN BOUNDARIES* (*LOB*) *DOMAIN-CONTAINING PROTEIN* (*LBD*) transcription factors *LBD3/ASYMMETRIC LEAVES 2-LIKE 9* (*ASL9*) and *LBD4* during cambium activation, and *LBD3* and *LBD4* are both necessary and sufficient for activation of the secondary growth (Ye et al. 2021). Cell divisions in vascular cambium are promoted by TDIF-PXY (TRACHEARY ELEMENT DIFFERENTIATION INHIBITORY FACTOR—PHLOEM INTERCALATED WITH XYLEM) receptor-ligand interaction, in part through transcription factors *WUSCHEL-RELATED HOMEOBOX 4* (*WOX4*) and *WOX14* (Ito et al. 2006; Fisher and Turner 2007; Hirakawa et al. 2008, 2010; Etchells and Turner 2010; Etchells et al. 2013) as well as through CAMBIUM EXPRESSED AINTEGUMENTA-LIKE (CAIL) transcription factors (Eswaran et al. 2024).

Auxin's importance in regulating secondary growth has been shown in both Arabidopsis (Suer et al. 2011; Brackmann et al. 2018 ; Smetana et al. 2019; Mäkilä et al. 2023; Zhang et al. 2025) and hybrid aspen (Nilsson et al. 2008). Importantly, auxin maximum in the xylem domain defines the organizer for the bifacial cambial stem cells (Smetana et al. 2019). However, auxin signaling has also been reported as a negative regulator of cambium activity in Arabidopsis stem (Brackmann et al. 2018), and therefore the role of auxin during secondary growth may be dependent on the spatiotemporal dynamics or developmental context. The interaction of auxin and cytokinin signaling has been shown to govern plant primary growth both in the root and shoot apical meristems (RAM and SAM, respectively). Typically, cytokinin and auxin act antagonistically and occupy adjacent domains to drive morphogenesis (Schaller et al. 2015; De Rybel et al. 2016; Wang et al. 2023). In the procambium of RAM, auxin and cytokinin form a mutually antagonistic signaling feedback loop. This loop involves the cytokinin signaling inhibitor ARABIDOPSIS THALIANA HISTIDINE PHOSPHOTRANSFER PROTEIN 6 (AHP6) and polar auxin PIN-FORMED (PIN) transporters, which operate in distinct, non-overlapping regions (Mähönen et al. 2006; Bishopp et al. 2011). Within the xylem pole pericycle lineage in the root, auxin signaling promotes lateral root specification, while cytokinin signaling favors cambial identity (Wang et al. 2025). In the SAM, expression of cytokinin signaling primary targets and negative regulators, type-A RRs *ARR7* and *ARR15*, is decreased by auxin (Zhao et al. 2010). In the vascular cambium PXY-dependent phosphorylation of AUXIN RESPONSE FACTOR 5/MONOPTEROS (ARF5/MP) downregulates cytokinin signaling, resulting in reduced vascular cambium activity (Han et al. 2018). However, it is unknown how cytokinin and auxin signaling interact during the activation of secondary growth.

Here, we show that, unlike in the primary meristems, auxin and cytokinin signaling transiently overlap and co-operatively activate the vascular cambium in Arabidopsis roots. We find that cytokinins induce auxin signaling, and auxin responsiveness is required for proper cytokinin-mediated induction of cambium activity. Time-course gene expression analysis revealed that also TDIF peptide signaling is positively regulated by cytokinin treatment. The identification of cambial regulators from our network analysis and their connections to hormonal and peptide signaling pathways will help to understand the complex signaling at the onset of secondary growth.

## Results

### Identification of cytokinin-induced gene expression at the onset of cambium activation

Cambium activation defined by initiation of periclinal cell divisions in procambial and pericycle cells takes place in the upper part of 5-d-old wild-type Arabidopsis roots in a cytokinin-dependent manner (Matsumoto-Kitano et al. 2008; Ye et al. 2021; Wang et al. 2023; Shimadzu et al. 2025), and secondary development continues indeterminately as the root matures (Fig. 1a). To study the cytokinin-induced secondary growth at the activation stage, we treated the *isopentenyltransferase* (*ipt*) *1,3,5,7* mutant, which is unable to initiate secondary growth in the root (Matsumoto-Kitano et al. 2008), with cytokinin time series (1, 2, 4, 6, 8, and 24 h 6-benzyladenopurine; BAP) (Fig. 1b) (Randall et al. 2015). Auxin treatment time points (4 and 24 h 1-naphthaleneacetic acid; NAA) were also included to study the role of auxin in cambium activation (Fig. 1b). Increase in procambial and pericycle cell numbers marking secondary growth initiation was observed after 24-h BAP treatment (Fig. 1b; Fig. S1). In contrast, the auxin treatments were insufficient to rescue the *ipt1,3,5,7* vascular cambium cell divisions, but 24-h NAA treatment increased pericycle cell numbers (Fig. S1), which is likely associated with auxin-induced periderm or lateral root formation (Parizot et al. 2008; Xiao et al. 2020).

**Figure 1:**
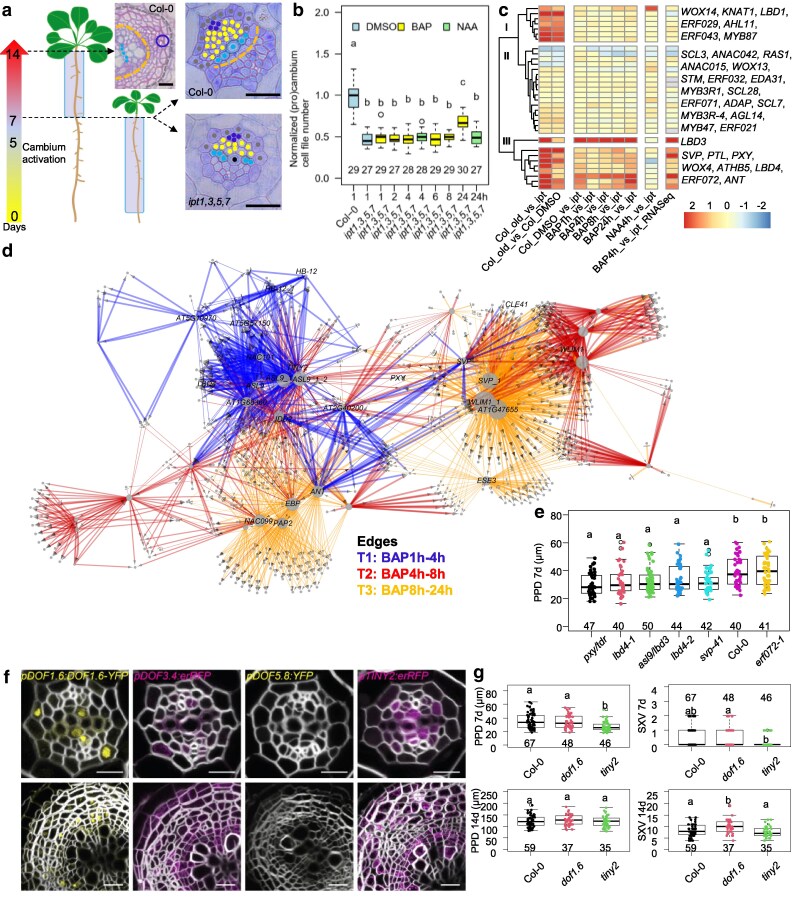
Transcriptomic network regulating secondary growth. **a)** Secondary growth activation in the Arabidopsis root. Histological cross-sections of wild-type Col-0 14-d-old root, 7-d-old Col-0 root, and 7-d-old *ipt1,3,5,7* mutant root. Colors represent primary xylem (light blue = differentiated, black = undifferentiated), (pro)cambial cells (yellow), vascular cambium (orange), primary phloem (dark blue), and pericycle (gray). Scale bar = 20 µm. Blue boxes represent main root sections harvested for gene expression time series experiment. **b)** 7-d-old *ipt1,3,5,7* mutant roots were treated with DMSO (1 h), 1 µM BAP (1, 2, 4, 6, 8, or 24 h), or 1 µM NAA (4 or 24 h). Procambial cell file numbers were quantified from histological cross sections and normalized to median of 7-d-old wild-type Col-0 treated with DMSO 1 h. The experiment was performed in triplicate and followed by RNA extraction from the main roots as indicated in a). **c)** Hierarchical clustering of known cambial transcription factors and secondary growth regulators in the microarray (Agilent 4 × 44 K) and RNA-Seq data sets. Mean values of log_2_ fold changes calculated from gene-specific probes are shown. Accession numbers are listed in Supplementary Data Set S1. **d)** Gene regulatory network of cytokinin-induced cambium activation. Genes clustering with *ANT* were depicted according to their temporal cytokinin response (T1, T2, and T3). The node edges represent a regulatory connection, the node size represents the number of connections, while the edge colors indicate the first increase in expression during the time-point comparisons. For clarity, only names of selected genes are shown, and nodes without edges were omitted. **e)** Protophloem distance (PPD) of 7-d-old mutants of known cambial factors in the GRN and wild-type Col-0 were analyzed from histological cross sections. Experiment was repeated 3 times. **f)** Root cross sections of translational reporter line *pDOF1.6:DOF1.6-YFP* and transcriptional reporter lines *pDOF3.4:erRFP*, *pDOF5.8:YFP* and *pTINY2:erRFP* from 5-d-old (upper row, scale bar 10 µm) and 14- to 16-d-old (lower row, scale bar 20 µm) plants. **g)** Protophloem distance (PPD) and secondary xylem vessel (SXV) numbers of Col-0, *dof1.6*, and *tiny2* roots (upper row: 7 d, lower row: 14 d). The experiment was repeated 4 times. In b, e, and g numbers depict number of roots analyzed with Fiji (n), the boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5 × the interquartile range, and outliers are shown as circles. Letters indicate statistical significance following Wilcoxon rank sum test (adjusted *P*-value < 0.05). In e and g, individual data points are plotted on top of the box-and-whisker plots.

Since our established cytokinin-treatment timeline captures increased expression of cambial marker genes *AINTEGUMENTA* (*ANT*) and *CYCLIN D3;1* (*CYCD3;1*) before cambial cell divisions (Randall et al. 2015), we profiled the genome-wide transcriptional secondary growth activation of 7-d-old *ipt1,3,5,7* seedlings (1, 4, 8, and 24 h BAP) with Agilent 4 × 44 K microarrays and RNA-Seq (4 h BAP). Additionally, 14-d-old Col-0 root samples with advanced secondary growth, 7-d-old Col-0 roots with early secondary growth and 7-d-old 4-h NAA–treated *ipt1,3,5,7* roots were included to identify genes consistently expressed in different developmental stages and specifically regulated by cytokinin, respectively (Fig. 1a, b). Transcriptomic differences were calculated in comparison to the *ipt1,3,5,7* 1 h DMSO control and between 7-d and 14-d Col-0 samples (Supplementary Data Set S2). Hierarchical clustering of 33 known cambial factors (Zhang et al. 2019) identified 3 main clusters in our data set (Fig. 1c). Cluster III genes (*ANT*, *LBD4*, *ASL9/LBD3*, *PXY*, *WOX4*, *PETALLOSS* (*PTL*), *SHORT VEGETATIVE PHASE* (*SVP*), *ETHYLENE RESPONSE FACTOR 072* (*ERF072*), and *ARABIDOPSIS THALIANA HOMEOBOX PROTEIN 5* (*ATHB5*)) were cytokinin-induced already at 4 h RNA-Seq analysis (log_2_FC ≥ 0.5, adjusted *P*-value ≤ 0.05), well before the observed cambial cell divisions (Fig. 1b, c; Supplementary Data Set S2). Cluster I and cluster III transcripts were more expressed in 14-d-old roots compared with 7-d-old roots, therefore reflecting the progression of secondary growth, while cluster II transcripts lacked major changes in expression (Fig. 1c). These results indicate selectivity in the transcriptional responses of the cambial genes in this experimental set-up.

### Transcriptional network during cambium activation

Next, we set out to identify key regulators of cambium activation from our transcriptomic data set. Thus, we decided to infer the transcriptional network of cambium activation by using the GENIST method (De Luis Balaguer et al. 2017). By interrogating genes coexpressed with cambial marker *ANT*, we obtained a gene regulatory network (GRN) of 65 nodes representing microarray probes for 56 transcription factors and more than 400 genes/probes altogether (Fig. 1d; Supplementary Data Set S3; Fig. S2; see Materials and Methods for details). To validate the network, we studied 7-d-old mutant lines of known cambial factors present in the network and observed reduced vascular diameter (ie protophloem distance, Fig. S1) in the *pxy/tdr* (Hirakawa et al. 2010), *lbd4-1*, *lbd4-2*, *asl9/lbd3* (Zhang et al. 2019), and *svp-41* (Gregis et al. 2006) lines (Fig. 1c, e; Fig. S3). We also observed a time-dependent enrichment in our network, with cytokinin responsive (Bhargava et al. 2013) and primary cytokinin response genes (ARR10 targets) (Zubo et al. 2017) showing statistically most significant enrichment at early and cambium-enriched genes (Zhang et al. 2019) at later stages (Fig. S2). This suggests that the GRN likely reflects transcriptional activation of the cambium induced by cytokinin. Correspondingly, nodes representing the early cytokinin-responsive cambial regulator *LBD3* (*ASL9*) exhibited a large number of edges in T1 (1 to 4 h) and T2 (4 to 8 h) comparisons, but no edges at T3 (8 to 24 h) (Supplementary Data Set S3; Fig. S2). *LBD4* showed connections only with its homolog LBD3 (Supplementary Data Set S3). Other transcription factors (TFs) with edges emerging predominantly at early time points included *AT2G40200* and *AT5G57150* encoding basic helix-loop-helix (bHLH) DNA-binding superfamily proteins, *INDETERMINATE DOMAIN2* (*IDD2*), *NAC-domain protein101* (*NAC101*)/*VASCULAR-RELATED NAC-DOMAIN6* (*VND6*), *TINY2* (*AT5G11590*), *AT1G68360* (*GLABROUS INFLORESCENCE STEMS3* (*GIS3*)), *AT5G10970* (C2H2 and C2HC zinc fingers superfamily protein) and *HOMEOBOX12* (*HB-12*) (Fig. 1d; Fig. S2; Supplementary Data Set S3). Among these early cytokinin-induced genes, we focused our studies on an ERF transcription factor *TINY2* (*ERF41*), whose node was closely associated with *LBD3*/*ASL9* (Fig. 1d). Analysis of fluorescent reporter lines revealed that *TINY2* is expressed in lateral meristems both in vascular cambium and periderm (Fig. 1f), consistent with single cell RNA sequencing data of the root secondary tissue (Lyu et al. 2025). At 7 days old, the *erf41/tiny2* mutant showed reduced vascular diameter and secondary xylem vessel number compared with Col-0 wild type (Fig. 1g; Fig. S3). Consistent with a role specifically in the activation stage, the *erf41/tiny2* vascular diameter and secondary xylem vessel number were similar to wild type at 14 days old (Fig. 1g; Fig. S3). Altogether this indicates that *TINY2* is a rapidly cytokinin-induced, cambium-expressed regulator of secondary growth activation.

At the late time point (T3, 8 to 24 h), the nodes with the largest number of edges were representing *AT1G47655* (*DNA-BINDING WITH ONE FINGER* (*DOF*) TF *DOF1.6*), *SVP*, *WLIM1*, *PHYTOCHROME-ASSOCIATED PROTEIN2* (*PAP2*), *ETHYLENE AND SALT INDUCIBLE3* (*ESE3*), *ETHYLENE-RESPONSIVE ELEMENT BINDING PROTEIN* (*EBP*)*/ERF072*, *ANT*, and *NAC099* (Fig. 1d; Fig. S2). We examined the DOF1.6 expression with a translational reporter line, *pDOF1.6:DOF1.6-YFP*, and observed a signal in the procambium and pericycle cells in young (5 d) roots with broader cambial expression in older (14 d) roots (Fig. 1f), consistent with single-cell RNA sequencing data of the root secondary tissue (Lyu et al. 2025). The *DOF1.6* homolog *DOF3.4* (Larrieu et al. 2022) exhibited a similar expression pattern in cambium and pericycle, whereas the reporter line of another close DOF1.6 homolog *DOF5.8* lacked prominent expression during root secondary growth (Fig. 1f). Inducible *DOF1.6* overexpression (*35S:XVE>>DOF1.6*) resulted in a markedly reduced secondary growth and primary root length (Fig. S4). Increased secondary xylem vessel number was observed in the 14-d-old *dof1.6* mutant (Fig. 1g; Fig. S3) which together with the lack of primary xylem axis differentiation in the induced (*35S:XVE>>DOF1.6*) line (Fig. S4) suggests that DOF1.6 is a cytokinin-inducible negative regulator of xylem development. The edges of *DOF1.6* were largely overlapping with those of *SVP* and *WLIM1* suggesting redundancy in the cambial GRN (Fig. 1d).

### Cytokinin-inducible TDIF-PXY signaling pathway promotes activation of secondary growth

Due to the presence of *PXY* in the inferred cambial GRN and the reduced secondary growth of *pxy* (*pxy-5/tdif receptor* (*tdr*)) loss-of function mutant at 7 d (Fig. 1d, e), we hypothesized that cytokinin-induced cambium activation may at least partially be mediated by TDIF-PXY signaling. Accordingly, expression of TDIF-PXY signaling pathway members, such as TDIF-encoding *CLAVATA3/EMBRYO-SURROUNDING REGION-RELATED 41* (*CLE41*) and *CLE42* genes, a gene encoding PXY homolog *PXY-LIKE1* (*PXL1*) (Etchells et al. 2013), and *WOX4* and *ANT*, downstream factors of TDIF-PXY (Hirakawa et al. 2010; Eswaran et al. 2024), were increased from 4-h BAP treatment onwards (Fig. 2a; Supplementary Data Set S2). Similarly, expression of *PXY-CORRELATED1* (*PXC1*) (Wang et al. 2013) was also increased (Fig. 2a, Supplementary Data Set S2). Therefore, we analyzed the spatial cytokinin responsiveness of TDIF-PXY pathway with transcriptional reporter lines *pCLE41:erVenus*, *pPXY:erYFP*, and *pWOX4:erYFP*. Increased reporter expression after BAP treatment (4 + 1 d and 7 + 1 d) was observed in their endogenous expression domains: in phloem, pericycle (*pCLE41:erVenus*), cambium, and undifferentiated xylem cells (*pPXY:erYFP* and *pWOX4:erYFP*) (Fig. 2b; Fig. S5). Next, we studied the genetic interaction between cytokinin and TDIF-PXY in cambium activation. Cytokinin-induced cambium activation was reduced in the *pxy/tdr*, *tdrwox4,* and *wox4* mutants (Fig. 2c), indicating that a part of cytokinin-promoted cambium activation operates through TDIF-PXY pathway. Notably, *ASL9/LBD3*, *DOF1.6*, and *SVP* were the only genes to have edges with *PXY* in the cambial GRN (Fig. 1d, Supplementary Data Set S3), and only *DOF1.6* and *SVP* shared edges with *CLE41*. Next, to study whether the genes representing key nodes are transcriptionally TDIF regulated, we performed quantitative PCR analysis for *TINY2*, *DOF1.6*, and its homolog *DOF3.4*. *DOF1.6* and *DOF3.4* were significantly induced by 24-h TDIF treatment (7-d-old seedlings), and no significant change in expression of *TINY2* or *WOX4* upon TDIF treatment was observed (Fig. 2d). In contrast, a previous study reported that TDIF significantly induced WOX4 expression in young shoot tissue (Hirakawa et al. 2010), suggesting that the root cambium may have a lower sensitivity to TDIF-induced WOX4 expression than the shoot cambium or leaf vasculature. Overall, these findings support an idea of partial convergence of cytokinin and TDIF-PXY signaling pathways.

**Figure 2:**
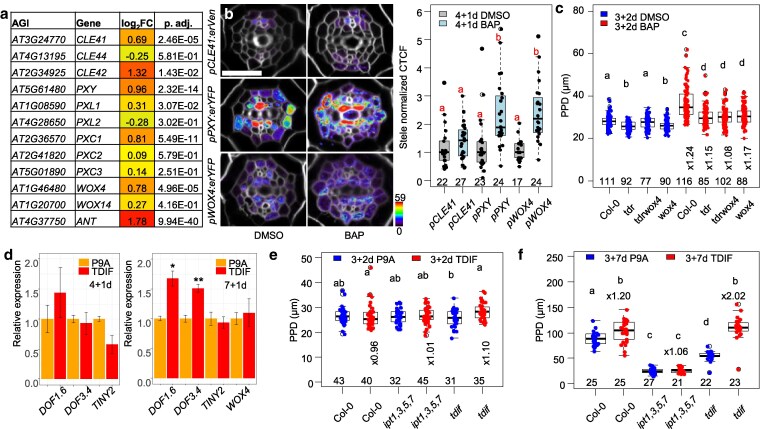
Cytokinin-inducible TDIF-signaling pathway regulates secondary growth activation. **a)** Transcriptional cytokinin response (4-h BAP, 1 µM) of genes involved in the TDIF-PXY signaling pathway in the *ipt1,3,5,7* mutant RNA-Seq data. **b)** Cross-sections of CLE41, PXY, and WOX4 marker lines after 4 + 1d DMSO and BAP (1 µM) treatments. Scale bar depicts 20 µm. Color key indicates fluorescence signal scale. Corrected total cell fluorescence (CTCF) was measured in Fiji and normalized to the median values of DMSO treatments. The experiment was repeated 3 times. **c)** Protophloem distances of Col-0, *pxy/tdr*, *tdrwox4* and *wox4* mutants after 3 + 2 days of DMSO and BAP (1 µM) treatments. The experiment was repeated 3 times. **d)** qPCR analysis of TDIF-peptide response after 4 + 1-d and 7 + 1-d treatments. Error bars mark ± SE, n = 3. Asterisks represent *P*-value from Welch 2-tailed *t*-test (*P*-value < 0.05 (*) and *P*-value < 0.01 (**). **e-f)** 3-d-old Col-0, *tdif* and *ipt1,3,5,7* plants were transferred to either mock (10 µM P9A) or TDIF (10 µM) plates for 2 (e) or 7 d (f). Protophloem distances from histological cross sections were quantified, the experiment was repeated 3 to 5 times. In b, c, e, f numbers depict number of roots analyzed with Fiji (n), the boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5 × the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted *P*-value < 0.05). In c, e, and f fold changes calculated to the respective control median values are reported with “x”.

Subsequently, we tested whether TDIF treatment can prematurely activate cambium in wild-type, *ipt1,3,5,7*, and the quadruple mutant lacking TDIF peptide encoding CLE genes: *cle41 cle42 cle43 cle44* (hereafter *tdif*) (Smit et al. 2020). TDIF treatment (3 + 2 d 10 µM TDIF) increased the vascular diameter of *tdif* (Fig. 2e), and a longer TDIF treatment (3 + 7 d 10 µM TDIF) caused massive cell proliferation in Col-0 and *tdif* but not in the *ipt1,3,5,7* mutant (Fig. 2f; Fig. S6). Taken together, since TDIF treatment is unable to rescue *ipt1,3,5,7*, our data show that cytokinins regulate also TDIF-PXY–independent pathway(s) to promote early secondary growth.

### Cytokinin elicits auxin signaling and together activate secondary growth in an additive manner

Next, we used gene ontology (GO) enrichment analysis to elucidate the biological processes during cambium activation in the cytokinin time-course gene expression data. As the starting point, the genes downregulated in the *ipt1,3,5,7* mutant in comparison to the wild type were significantly enriched (adjusted *P*-value <0.05) for 99 GO categories, including “response to cytokinin”, “response to auxin”, “phloem or xylem histogenesis”, and “procambium histogenesis” (Fig. 3a; Supplementary Data Set S2). The majority of these categories (78/99, 79%) were also enriched in the cytokinin-induced time course data sets, indicative of the mutant phenotype rescue (Fig. 3a; Supplementary Data Set S2). Alongside “response to auxin”, processes such as “plant cell wall loosening” and “pattern specification process” were found enriched among genes upregulated in BAP and NAA treatment data sets (Fig. 3a). PIN-FORMED (PIN) proteins, which mediate polar auxin transport, are particularly interesting among “response to auxin” because PIN1, PIN3, and PIN7 are regulated by cytokinin to control auxin distribution during primary vascular tissue patterning in the root apical meristem (Bishopp et al. 2011). In contrast, during cambium activation, we found that *PIN5* and *PIN6* are induced by cytokinin (Supplementary Data Set S2).

**Figure 3:**
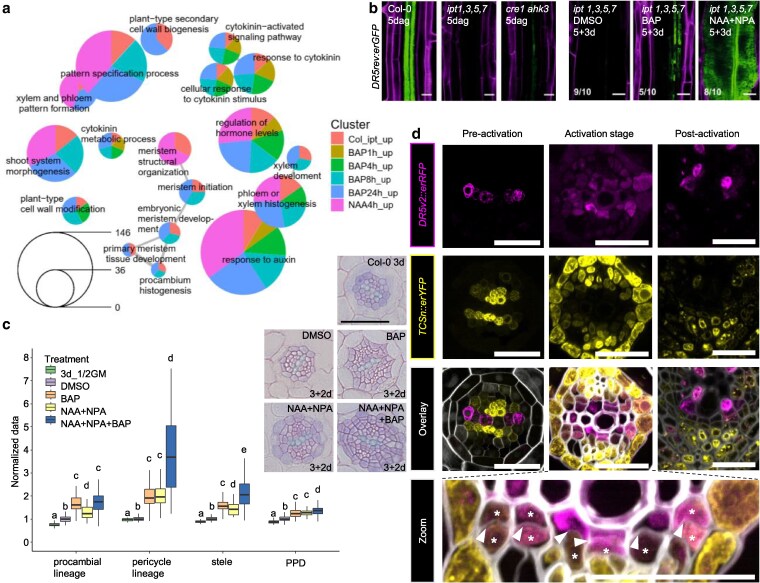
Auxin and cytokinin interact positively in the regulation of vascular cambium activity. **a)** Gene ontology enrichment analysis of biological processes among DEGs upregulated in comparison to the *ipt1,3,5,7* mutant DMSO control. Selected biological processes from 7-d-old plants are shown, see Supplementary Data Set S2 for complete over-representation analysis (adj. *P*-value < 0.05). **b)** Longitudinal view of *DR5rev:erGFP* roots 5 d after germination in Col-0, *ipt1,3,5,7*, and *cre1 ahk3* (left panel). *DR5rev:erGFP ipt1,3,5,7* grown for 5 d on ½ GM and transferred for 3 d onto DMSO (control), 5 µM BAP, or 5 µM NAA plus 20 µM NPA medium (right panel). Numbers of observed phenotypes are shown. Scale bar = 25 µm. **c)** 3-d-old Col-0 roots grown on ½ GM were either harvested or treated for 2 d with mock (DMSO), auxin (1 µM NAA + 20 µM NPA), cytokinin (1 µM BAP), or combined auxin and cytokinin (1 µM NAA + 20 µM NPA + 1 µM BAP). Cell file numbers and PPD were quantified with Fiji from histological cross sections, and data normalized to the median of treatment “DMSO”. Letters depict statistical analysis with Wilcoxon rank sum test (BH-adjusted *P*-value < 0.05). The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5 × the interquartile range. Outliers are not shown. Experiment was repeated 3 to 4 times, N(roots) = 41 to 86. Scale bar = 50 µm. **d)** Expression of auxin (*DR5v2:erRFP*) and cytokinin (*TCSn:erYFP*) signaling markers in root tip (pre-activation), 4- to 5-d-old roots (activation stage), and in 10-d-old roots (post-activation). In the zoomed image: asterix in (pro)cambium show overlap of expression. Arrowheads point to recent (pro)cambium divisions. Zoom × 3. Scale bars 20 µm.

Supporting the role of “phloem or xylem histogenesis” in our experimental setup, histological analysis showed that the *ipt1,3,5,7* mutant frequently has undifferentiated metaxylem, and this phenotype was rescued during the cytokinin time-course and interestingly also by 24-h NAA (Fig. S1). Since “response to auxin” was one of the major GO categories in our dataset, we studied auxin response in mutants with reduced cytokinin signaling. Auxin signaling marker *DR5rev:erGFP* was weakly expressed in the vasculature of both *ipt1,3,5,7* and cytokinin receptor mutant *cytokinin response1-12 arabidopsis histidine kinase3-3* (*cre1-12 ahk3-3*) (Fig. 3b). Furthermore, besides auxin, cytokinin treatment was also sufficient to induce the *DR5rev:erGFP* signal in *ipt1,3,5,7* (Fig. 3b). These data indicate that cytokinins positively regulate auxin signaling during cambium activation. To study the cytokinin-auxin interaction, we treated 3-d-old Col-0 roots with cytokinin, auxin and their combination. After 2 days, cytokinin and auxin treatments alone increased cell numbers in procambial and pericycle lineages in Col-0 roots, while the combined treatment resulted in the strongest secondary growth response (Fig. 3c). In this assay, auxin polar transport inhibitor 1-N-Naphthylphthalamic acid (NPA) was used to prevent NAA redistribution by auxin transporters, as we did previously (Mähönen et al. 2014). Similarly, without NPA, expression of cambial markers *pWOX4:erYFP* and *pANT:erRFP* as well as plasma membrane-localized periderm reporter *pPEROXIDASE15:mCherry-SYP122* (*pPER15:mCherry*) (Molina et al. 2024) were induced by cytokinin (BAP) treatment, but even stronger induction was observed after the combined NAA + BAP treatment in the wild-type background (Fig. S7). Auxin treatment alone did not significantly affect the expression of *pANT:erRFP*, *pWOX4:erYFP* or the cytokinin signaling reporter *TCSn:erYFP.* On the contrary, it induced *PER15* marker expression in the pericycle around emerging lateral roots (Fig. S7). Auxin signaling (*DR5v2:erRFP*) was increased by BAP treatment in xylem-adjacent cambial stem cells (Fig. S7), similar to the results obtained in *ipt1,3,5,7* background (Fig. 3a, b). Again, without NPA, auxin and cytokinin increased vascular diameter independently but most strongly together (Fig. S7). Auxin treatment (NAA + NPA) of the *ipt1,3,5,7* mutant resulted in increased vascular diameter, but this was likely a secondary effect due to extensive lateral root formation (Fig. S8). In conclusion, auxin and cytokinin have an additive effect on vascular cambium and pericycle activation.

### Cytokinin and auxin transiently occupy overlapping expression domains during vascular cambium activation

Next, we wanted to identify the endogenous auxin and cytokinin signaling domains during cambium activation. In the primary vasculature, within RAM, auxin and cytokinin signaling occupy mutually antagonistic domains in xylem axis and procambium, respectively (Fig. 3d, pre-activation) (Bishopp et al. 2011). Interestingly, our analysis showed that in 4- to 5-d-old roots, auxin and cytokinin signaling, as reported by *DR5v2:erRFP* and *TCSn:erYFP*, respectively, tends to transiently overlap prior and during cambium activation (Fig. 3d, activation stage). After the first procambium division, both daughter cells often exhibit transient expression of both auxin and cytokinin reporter. Gradually, high auxin signaling is confined to the xylem-side daughter cell, as we have previously reported (Smetana et al. 2019; Mäkilä et al. 2023), while the cytokinin reporter becomes restricted to the phloem-side daughter cell. After subsequent cell division rounds, auxin and cytokinin signaling maxima become prominent in opposing domains (Fig. 3d, post-activation). Similar results were obtained with a combination of *DR5rev:erGFP* and *pARR5:erRFP* (for auxin and cytokinin signaling, respectively) whose expression transiently overlapped in procambial cells of 5- and 7-d-old Col-0 roots (Fig. S8). While cell-to-cell signaling is the typical mechanism for cytokinin-auxin crosstalk in tissue patterning, our data suggests that a brief overlap of these 2 hormones may also act as a trigger for developmental transitions, such as during cambium activation.

### Auxin signaling is required for cytokinin-induced cambium activation

Ubiquitous inducible overexpression of *auxin resistant3-1* (*axr3-1*), a dominant negative regulator of auxin signaling, affects both primary (Bishopp et al. 2011; Mähönen et al. 2014; Siligato et al. 2016) and secondary development (Smetana et al. 2019) of root vascular tissues. To study auxin signaling specifically during early secondary growth, we expressed *axr3-1-YFP* under estradiol (EST)-inducible cambial *pANT:XVE* construct in 4-d-old plants, which resulted in almost complete inhibition of early secondary growth without simultaneous adverse effects on root primary growth seen with ubiquitous *pG1090:XVE >>axr3-1-RFP* construct (Fig. 4a). To study the auxin-cytokinin interaction during cambium activation, we treated 3-d-old seedlings with cytokinin with and without axr3-1 induction. Procambial cell file number was statistically significantly reduced by axr3-1 induction in *pANT:XVE>>axr3-1-YFP* and *pG1090:XVE >>axr3-1-RFP* lines in both EST and EST + BAP treatments, whereas BAP treatment alone caused increased procambial cell file number (Fig. 4b). We also analyzed auxin signaling marker *DR5rev:erGFP* in the *pANT:XVE>>axr3-1-YFP* background. Cytokinin treatment induced *DR5rev:erGFP* expression in the procambium and increased vascular diameter (protophloem distance [PPD]) (Fig. 4c). These effects were absent when plants were simultaneously treated with EST to induce *axr3-1-YFP*, and *DR5rev:erGFP* fluorescence was further reduced under these conditions (Fig. 4c). Lack of increased PPD by 2d cytokinin treatment was also observed in the dominant negative *short hypocotyl2-101* (*shy2-101*) mutant (Fig. 4d). However, SHY2 is a cytokinin-inducible negative regulator of auxin signaling (Ioio et al. 2008), and therefore we estimate that cytokinin treatment makes *shy2-101* mutant phenotypes more severe. Altogether, these results indicate that auxin signaling is required for cytokinin-induced cambium activation. During prolonged (7 d) treatment of *pANT:XVE>>axr3-1-YFP* plants with EST + BAP, a partial rescue of the vascular diameter was observed (Fig. S9); this suggests that cytokinin signaling may act also independently from auxin after activation of secondary growth.

**Figure 4:**
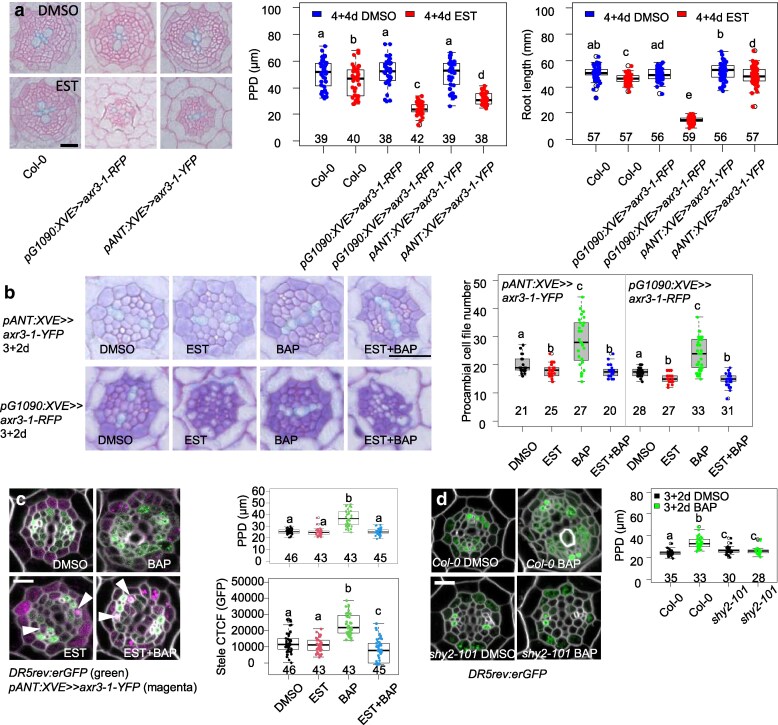
Auxin signaling is required for cytokinin-induced cambium activation. **a)** Col-0 and estradiol-inducible lines targeting auxin signaling (*pG1090:XVE>>axr3-1-RFP*, *pANT:XVE>>axr3-1-YFP*) were treated with DMSO or 5 μm EST 4 + 4 d. Protophloem distances (PPDs) and root lengths were measured in Fiji. Scale bar = 20 μm. The experiment was repeated 4 times. **b)**  *pG1090:XVE>>axr3-1-RFP* and *pANT:XVE>>axr3-1-YFP* were treated with DMSO, 1 μm BAP, 5 μm EST, and EST + BAP 3 + 2 days. Procambial cell file numbers were quantified from plastic sections. Scale bar = 25 μm. The experiment was repeated 3 times. **c)**  *DR5rev:erGFP pANT:XVE>>axr3-1-YFP* roots were treated with DMSO, 1 μm BAP, 5 μm EST, and EST + BAP 3 + 2 d. Arrowheads indicate nuclear axr3-1-YFP signal. PPD and GFP CTCF from the stele were quantified in Fiji. The experiment was repeated 3 times. Scale bar = 10 μm. **d)**  *DR5rev:erGFP* and *DR5rev:erGFP shy2-101* were treated with DMSO and 1 μm BAP 3 + 2 d. PPD was quantified in Fiji. The experiment was repeated 4 times. Scale bar = 10 μm. In a, b, c, and d numbers depict number of roots analyzed with Fiji (n). The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5 × the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted *P*-value < 0.05).

### Transcriptomic analysis reveals both overlapping and independent DEGs downstream of auxin and cytokinin signaling

Next, we used the estradiol-inducible *pANT:XVE>>axr3-1-YFP* line to profile the transcriptomic interaction of auxin and cytokinin signaling in cambium during early secondary growth. 

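The line carries axr3-1, a dominant negative regulator of auxin signaling, fused to YFP. Its expression depends on XVE, a transcription factor that is active only in the presence of estradiol and is itself expressed here from the promoter of ANT, so EST treatment induces the fusion in cells where ANT is active. Plants that were 9 d old received 5 µM EST, 1 µM BAP (6-benzylaminopurine, a synthetic cytokinin), both, or the solvent DMSO alone, and segments of the main root were collected after 4 or 24 h. Each of the 8 groups has 3 libraries, which makes 24 libraries in all, and the 4-h and 24-h plants belong to separate experiments. Total RNA was depleted of ribosomal RNA and sequenced from strand-specific libraries. The authors quantified the reads with Kallisto on the AtRTD2 transcript set and deposited estimated counts summed per gene, as whole numbers without normalization, for 34212 genes. The paper's text does not name a strand option for Kallisto, so genes that overlap another gene are named here as such. At 4 h, the total count per library lay between 30390961 and 44011021 in DMSO (median 32254775) and between 30325714 and 32850237 in EST (median 31697503). It lay between 26809124 and 45586679 in BAP (median 27661109) and between 34546580 and 39799137 in EST + BAP (median 36681333). At 24 h, the totals ran from 14514022 to 26527859 in DMSO (median 23145103) and from 28956898 to 34967167 in EST (median 30918635). They ran from 18955795 to 25184586 in BAP (median 22344268) and from 23934901 to 40759829 in EST + BAP (median 27342010). Despite the depletion, ribosomal RNA took 54.1% of the counts in DMSO 24 h replicate 1, which left it 6001669 counts on other nuclear genes, and 32.5% in BAP 24 h replicate 1.
Each treatment was compared with the DMSO libraries of its own time point by edgeR's quasi-likelihood test on the deposited counts, with TMM normalization and edgeR's filter on low counts (minimum count 10), and with only the 6 libraries of the groups compared in the model. As in the paper, a gene was called differentially expressed at an absolute log2 fold change of at least 0.5 and a Benjamini-Hochberg adjusted p of at most 0.05, abbreviated as the edgeR adjusted p. The paper names edgeR and these cutoffs, while its text does not name the type of edgeR test, the normalization or the filter, and another methods paragraph prints the log2 cutoff as 0.05. The effect of EST in the presence of BAP was tested directly, EST + BAP against BAP, and the EST by BAP interaction was tested in a 2 by 2 model of the 12 libraries of each time point. Expression levels are TMM-normalized CPM (counts scaled to a common library size), as mean ± SD of 3 libraries, and positions are those of TAIR10.1. Choices that moved some counts by more than 1.5 times include the test, the low-count filter, the log2 cutoff, the replicate block and which library is left out.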

Samples from roots with already active cambium treated with estradiol (EST), cytokinin (BAP), or both were harvested with the DMSO-treated controls at 4- and 24-h time points for RNA-Seq (Fig. 5a). 

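After 4 h of EST, 3 of the 21574 genes tested were differentially expressed, AXR3 and TPPD higher and AT3G15680 lower, and 553 genes had an unadjusted p under 0.05. AXR3 (AT1G04250, chromosome 1, 1136078 to 1138663, plus strand) is the gene that axr3-1 is an allele of, and its counts hold reads of the transgene and of the endogenous gene together. Its level rose from 51.8 ± 2.15 CPM in DMSO to 167 ± 22.9 in EST, a log2 fold change of 1.69 (standard error 0.13, edgeR adjusted p = 0.0298). TPPD (AT1G35910, chromosome 1, 13362962 to 13365172, minus strand), which encodes a haloacid dehalogenase-like hydrolase, rose from 1.93 ± 0.461 to 25.4 ± 1.45 CPM (log2 fold change 3.73, standard error 0.17, edgeR adjusted p = 0.00185). AT3G15680 (chromosome 3, 5314817 to 5316617, plus strand), a gene for a zinc finger-like protein, had 9.6 ± 1.34 CPM in DMSO and 2.93 ± 0.236 in EST (log2 fold change -1.70, standard error 0.15, edgeR adjusted p = 0.0476). In all 3 genes, every EST library lay beyond every DMSO library. The number of calls depended on the test, since DESeq2 called 33 genes higher and 5 lower and edgeR's exact test 30 and 5, each with these 3 genes among them. With the replicate number as a block, 1 gene was called higher and 0 lower, and AXR3 and AT3G15680 lost their calls. With 1 library left out in turn, the edgeR adjusted p of AXR3 ran from 0.00648 (without EST 4 h replicate 1) to 0.298 (without EST 4 h replicate 2), and the gene was called in 1 of the 6 fits. TPPD was called in 5 of these fits, with an edgeR adjusted p of 0.00246 to 0.0664, and lost its call without DMSO 4 h replicate 2. AT3G15680 was called in 0 of them, with an edgeR adjusted p of 0.135 to 0.413. The log2 fold change of AXR3 stayed between 1.61 and 1.81 in these fits, and that of AT3G15680 between -1.75 and -1.58.

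**Figure D1:**
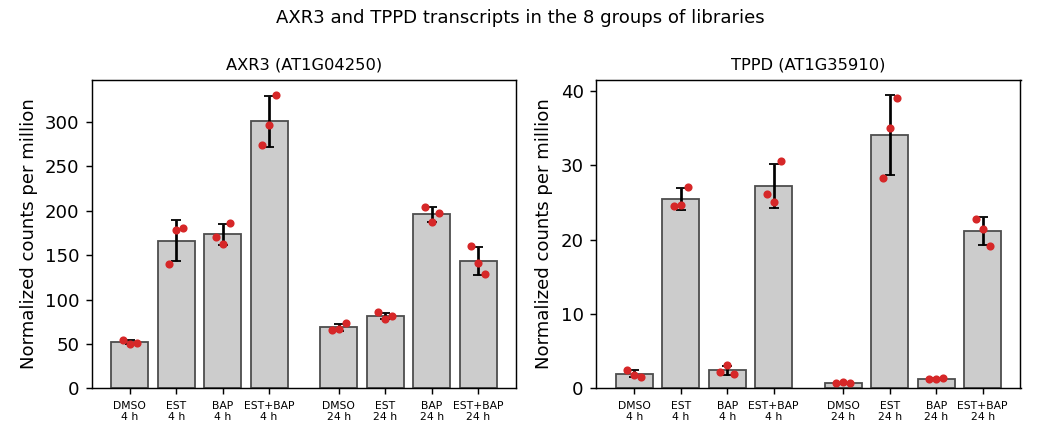
Normalized CPM (vertical axis) of AXR3 and TPPD in the 8 groups of libraries (horizontal axis). Bars are means, error bars the SD, and red points the 3 libraries of a group. TPPD is low in the DMSO and BAP groups and high in the groups with EST at 4 and 24 h, whereas AXR3 is raised by EST at 4 h and by BAP at both time points.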

Cambial axr3-1-YFP signal was present after 4-h EST treatment (Fig. 5a), but few genes were yet differentially expressed by EST treatment alone (Fig. 5b; Supplementary Data Set S5). However, 4-h EST + BAP treatment resulted in reduced number of differentially expressed genes (DEGs) in comparison to 4-h BAP-treatment (log_2_FC ≥ 0.5, qval ≤ 0.05; Fig. 5b; Supplementary Data Set S5). 

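After 4 h of BAP, 2071 genes were called higher and 1535 lower among 21486 tested, and after 4 h of EST + BAP, 1373 were called higher and 1001 lower among 21520. BAP and EST + BAP shared 1117 of the genes called higher (53.9% of the BAP calls) and 798 of those called lower (52%). Another 256 genes were called higher and 203 lower with EST + BAP alone. Among the alternatives to the test, the log2 cutoff of 0.05 moved these counts most, to 2607 genes lower in BAP. The EST + BAP counts leaned on single libraries, falling to 719 higher and 511 lower without DMSO 4 h replicate 2, to 994 and 597 without EST + BAP 4 h replicate 1, and to 895 and 528 without EST + BAP 4 h replicate 3. With DMSO 4 h replicate 2 left out of the BAP comparison as well, BAP kept the larger counts, 1677 higher and 1213 lower.
The 954 genes called higher in BAP and not in EST + BAP (46.1% of the BAP calls) had a median log2 fold change of 0.66 in BAP and 0.42 in EST + BAP. Choosing genes by a call in a single treatment widens such a gap, and the genes called higher with EST + BAP alone had the reverse, with medians of 0.42 in BAP and 0.67 in EST + BAP. Of the 947 that were tested with EST + BAP, 928 changed in the same direction and 638 had an unadjusted p under 0.05 there. Tested directly, EST + BAP differed from BAP in 72 of 21530 genes, 41 higher and 31 lower, with 2747 at an unadjusted p under 0.05. Among these 72 genes, 13 were lower with EST + BAP and called higher in BAP, and 13 were higher with EST + BAP and called lower in BAP. This count rose to 134 with the replicate number as a block, with 66 genes shared between both analyses, and to 424 in edgeR's exact test. It fell to 3 without BAP 4 h replicate 1 and to 4 without EST + BAP 4 h replicate 3, and rose to 245 without EST + BAP 4 h replicate 2. An EST by BAP interaction was found at an edgeR adjusted p of at most 0.05 in 0 of 21933 genes, with 893 at an unadjusted p under 0.05 and a smallest edgeR adjusted p of 0.911. DESeq2 called an interaction in 8 genes. By chance 1097 genes would have an unadjusted p under 0.05, and 1378 had one with the replicate number as a block. In simulated counts the test recovered 48% of interactions of 1 log2 unit at 4 h, and smaller ones were not simulated. The count of 0 therefore does not exclude a weaker response to BAP under EST.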

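GO annotation was not used here, and a list of Aux/IAA genes, a repressor family of which auxin induces many but not all members, was tested instead. AXR3 was left out of the list in every comparison because of its transgene reads, although the BAP and DMSO groups received no EST to induce the transgene. After 4 h of BAP, 6 of the 25 Aux/IAA genes tested were called higher and 2 lower (7 and 3 when adjusted over the list alone), and 13 had an unadjusted p under 0.05. After EST + BAP, 3 were called higher and 1 lower, and 8 had an unadjusted p under 0.05. As a set, the list did not pass the threshold in limma's camera test with BAP (camera adjusted p = 0.0906, median log2 fold change 0.03) or with EST + BAP (camera adjusted p = 0.4, median -0.06). Camera asks whether a list changed more than the other genes, while fry asks whether it changed at all and estimates the correlation between genes. In fry the list passed with BAP (fry adjusted p = 0.00816) and not with EST + BAP (fry adjusted p = 0.165). As 8375 of the 21486 genes had an unadjusted p under 0.05 with BAP, passing in fry does not set the list apart from other genes. The list was also tested directly between the treatments, EST + BAP against BAP, a test chosen after the data were seen. It did not pass there (median -0.07, camera adjusted p = 0.0938, fry adjusted p = 0.157), with 1 gene called higher (IAA28, named after its values were seen) and 0 lower (1 and 2 adjusted over the list alone) and 8 at an unadjusted p under 0.05. It passed as lower without EST + BAP 4 h replicate 1 (camera adjusted p = 0.0059), and the 6 fits without 1 library ran from 0.0059 to 0.373. In the EST by BAP interaction, which also takes off the effect of EST alone, the list did not pass (camera adjusted p = 0.167). Of the PIN auxin transporter genes, 7 of 7 were lower in the direct test (median -0.30, camera adjusted p = 6.6e-05, fry adjusted p = 0.00481), with 0 called. The PIN interaction did not pass (median -0.23, camera adjusted p = 0.156, fry adjusted p = 0.573). The auxin-induced GH3 and LBD list did not pass directly (median 0.06, camera adjusted p = 0.944, fry adjusted p = 0.959). Over the 10 gene lists and 6 comparisons with DMSO, 33 of 60 camera tests passed, and 25 of these also passed in fry. The other 8 were tests at 4 h. SHY2 (AT1G04240, chromosome 1, 1128149 to 1129689, minus strand, overlapping AT1G04230) rose by a log2 fold change of 1.48 in BAP (standard error 0.10, edgeR adjusted p = 0.000407) and 0.90 in EST + BAP (standard error 0.09, edgeR adjusted p = 0.00247). IAA1 (AT4G14560) had a log2 fold change of 1.22 in BAP (standard error 0.12, edgeR adjusted p = 0.000798). IAA5 (AT1G15580), which overlaps CYCA2;3, rose about alike in BAP (log2 fold change 1.64) and EST + BAP (1.68). The BAP libraries also had more AXR3 counts at 4 h, 173 ± 11.5 CPM (log2 fold change 1.74, standard error 0.09, edgeR adjusted p = 0.000209), and the EST + BAP libraries 301 ± 28.8.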

Markedly, biological process “response to auxin” was not enriched in 4-h EST + BAP sample DEGs, unlike in 4-h BAP alone (Fig. 5c; Supplementary Data Set S5). Altogether this suggests that cambial auxin signaling is required for proper transcriptional cytokinin response; that is, this finding further supports the idea that auxin acts at least partially downstream of cytokinin during early secondary growth.

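Markers of the cytokinin response itself were induced in both treatments. Among the type-A ARR genes, 6 were called higher after 4 h of BAP (8 adjusted over the list alone) and 6 of 10 after EST + BAP (7 adjusted over the list alone), and the list rose as a set in each (camera adjusted p = 2.64e-10 for either treatment). Its median log2 fold change was 1.80 in BAP and 1.53 in EST + BAP. In the direct test of EST + BAP against BAP, the list was lower in camera (median -0.22, camera adjusted p = 0.00594) and not in fry (fry adjusted p = 0.0754), with 0 genes called (1 lower when adjusted over the list alone) and 3 at an unadjusted p under 0.05. In the EST by BAP interaction at 4 h the list did not pass (median 0.07, camera adjusted p = 0.93, fry adjusted p = 0.992). EST alone had a median of -0.37, so the direct test does not show a weaker response to BAP. ARR15 (AT1G74890, chromosome 1, 28131447 to 28133025, minus strand) rose from 0.819 ± 0.169 CPM in DMSO to 8.27 ± 1.67 in BAP and 4.22 ± 0.904 in EST + BAP. RR16 (AT2G40670) rose from 1.3 ± 0.465 to 11.6 ± 0.562 and 12.1 ± 0.772.
The DNA replication list was lower with EST + BAP than with BAP at 4 h. All 8 genes were called higher after 4 h of BAP, with a median log2 fold change of 1.00, and 7 after EST + BAP, with a median of 0.59. Between the treatments, all 8 genes were lower with EST + BAP (median -0.38, camera adjusted p = 1.51e-11, fry adjusted p = 0.00486), each at an unadjusted p under 0.05, although 0 were called alone, over all genes or adjusted over the list alone. The interaction, from which the effect of EST alone is taken off too, had a median of -0.34 (camera adjusted p = 4.97e-07) and was not called by fry (fry adjusted p = 0.252). MCM6 (AT5G44635) had a log2 fold change of 1.07 in BAP (standard error 0.07, edgeR adjusted p = 0.000407) and 0.66 in EST + BAP (standard error 0.07, edgeR adjusted p = 0.00275). In the mitotic cell cycle list, 7 genes were called higher with BAP and 1 with EST + BAP, where 6 had an unadjusted p under 0.05. Its median log2 fold change was 0.43 and 0.23 in these treatments, and the list was lower in EST + BAP than in BAP (median -0.22, camera adjusted p = 1.95e-08, fry adjusted p = 0.0118), with 20 of 22 genes lower and 1 called (CYCA1;1, named after its values were seen; 2 adjusted over the list alone). The interaction of the mitotic cell cycle list did not pass (median -0.06, camera adjusted p = 0.167, fry adjusted p = 0.719). EST alone had a median of -0.18 in that list at 4 h, so a weaker response to BAP was not shown for it. Leaving out 1 library kept the direct camera calls of the type-A ARR, DNA replication and mitotic cell cycle lists at 4 h. Over the 10 lists at 4 h and 24 h, 13 of 20 direct tests passed in camera and 10 of these in fry. The camera call of the mitotic cell cycle list with EST + BAP (camera adjusted p = 0.0226) was not made by fry (fry adjusted p = 0.108). It was lost without DMSO 4 h replicate 1 (camera adjusted p = 0.137), without EST + BAP 4 h replicate 2 or without EST + BAP 4 h replicate 3. Over the 6 fits without 1 library, the camera adjusted p ran from 0.000782 to 0.137. From the lower number of DEGs and from an auxin response that was enriched after BAP and not after EST + BAP, the paper proposes that a proper transcriptional response to cytokinin requires cambial auxin signaling, and that auxin acts at least in part downstream of cytokinin.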

**Figure 5:**
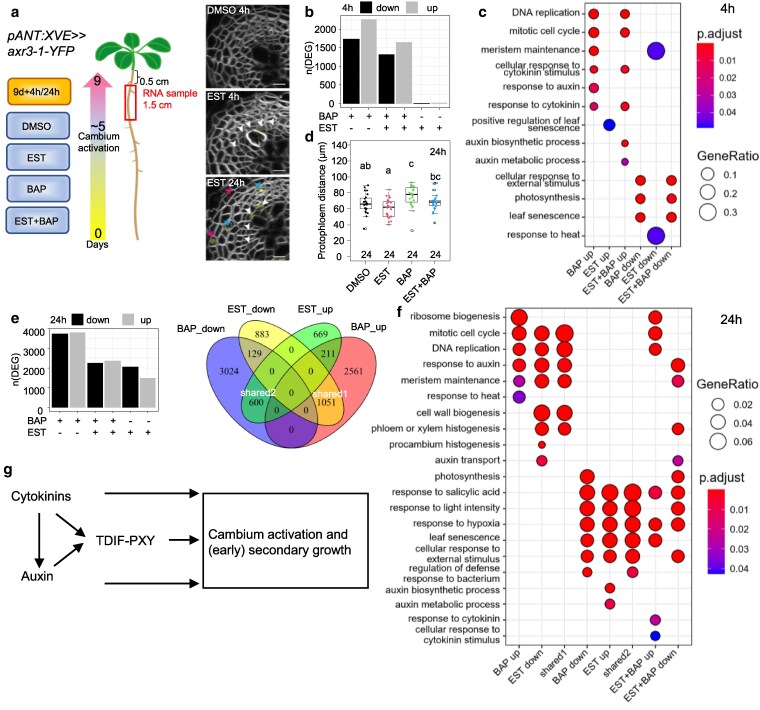
Transciptomic profiling of auxin-cytokinin interaction in secondary growth regulation. **a)** Scheme for harvesting root sections for RNA-Seq. Cross sections of *pANT:XVE>>axr3-1-YFP* roots after 4- and 24-h EST treatment. White arrowheads point to nuclear YFP in cambium, blue in phloem, and pink in periderm. Scale bars 10 µm. **b)** Number of differentially expressed genes (DEGs) (abs(log_2_FC) ≥ 0.5, qval ≤ 0.05) after 4-h treatments. **c)** Selected GO enrichment categories in 4-h DEGs. **d)** Secondary growth phenotypes of the 24-h samples. Protophloem distances were quantified from cross sections, letters indicate statistical significance following *t* test (BH-adjusted *P*-value < 0.05). The experiment was repeated 3 times. Numbers depict number of roots analyzed with Fiji (n). The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5 × the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. **e)** Number of differentially expressed genes (abs(log_2_FC) ≥ 0.5, qval ≤ 0.05) after 24-h treatments in comparison to the DMSO control (barplot) and the overlap of selected gene lists as Venn diagram. **f)** Selected GO enrichment categories in 24-h DEGs. **g)** Model of converging hormone and peptide signaling pathways in secondary growth regulation. In c and f, the GeneRatio size depicts the ratio of genes assigned to each biological process per DEG list analyzed gene number, the color scale of p.adjust depicts the adjusted *P*-value significance.

After 24-h treatment, increased vascular diameter in BAP-treated plants was present (Fig. 5d). Combined EST + BAP treatment caused no statistically significant change in secondary growth, and the number of DEGs was reduced in comparison to the BAP treatment (Fig. 5d, e). 

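After 24 h of BAP, 3669 of 20832 genes were called higher and 3591 lower. After 24 h of EST + BAP, 2200 of 21076 were called higher and 2111 lower. The calls of BAP included 1328 that were also higher with EST + BAP (36.2%) and 1412 that were also lower (39.3%). The order of the totals was unchanged in each of the fits that left out 1 library, where BAP had 3244 to 3705 genes higher and 3373 to 3757 lower, and EST + BAP 1870 to 2246 higher and 1848 to 2195 lower. Compared directly at 24 h, EST + BAP differed from BAP in 4927 of 21081 genes, 2447 higher and 2480 lower. An EST by BAP interaction passed an edgeR adjusted p of 0.05 in 305 of 21734 genes, 213 with a positive and 92 with a negative term. The interaction count moved with the method, to 900 in DESeq2, and every fit without 1 of the 12 libraries gave fewer genes, from 99 without EST + BAP 24 h replicate 3 to 244 without EST 24 h replicate 1.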

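After 24 h of EST, 1902 of 21235 genes were called lower and 1329 higher. The log2 cutoff of 0.05 moved these counts most, to 2869 lower and 2357 higher, and the fits without 1 library gave 1396 to 1923 lower and 970 to 1404 higher. Among the 20638 genes tested in both the EST and the BAP comparison at 24 h, 995 were lower in EST and higher in BAP. That is 52.3% of the 1901 genes lower in EST and 28% of the 3552 genes higher in BAP, against 327.2 expected for independent lists (odds ratio 6.95, Fisher's exact test across genes, p = 3.55e-304). Genes are not independent replicates, and both comparisons use the same DMSO libraries. In 20 simulations that shared 1 DMSO group and gave the genes independent changes in EST and BAP, 370 to 434 genes were called lower in EST and higher in BAP, with 3887 to 7750 genes called per comparison. These simulations were chosen after the data were seen. Without DMSO 24 h replicate 3, the overlap held 728 genes. The median log2 fold change of the 995 genes was -0.95 in EST and 1.06 in BAP. AXR3 itself had 68.6 ± 4.26 CPM in DMSO and 81.9 ± 3.41 in EST at 24 h (log2 fold change 0.23, standard error 0.08, edgeR adjusted p = 0.072).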

Twenty-four–hour EST treatment led to *axr3-1-YFP* induction in cambium and in some phloem and periderm cells (Fig. 5a) and to the downregulation of 2,063 genes, of which the majority (51%, 1,051 genes) were positively transcriptionally regulated by 24-h BAP treatment (Fig. 5e). 

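Fixed lists of cell division genes were compared between the 24-h treatments. All 8 genes of the DNA replication list (PCNA and MCM genes) were called lower after 24 h of EST and higher after 24 h of BAP. The set fell in EST (camera adjusted p = 5.18e-16, median log2 fold change -1.21) and rose in BAP (camera adjusted p = 3.71e-07, median 1.08). In the mitotic cell cycle list of 22 genes (cyclins, B-type cyclin-dependent kinases, Aurora kinases and KN), 12 were called lower in EST (13 adjusted over the list alone) and 20 higher in BAP (21 adjusted over the list alone). Its median log2 fold change was -0.74 in EST (camera adjusted p = 5.64e-07) and 1.61 in BAP (camera adjusted p = 4.23e-18). The genes that were lower in EST and higher in BAP at 24 h included 8 of the 8 DNA replication genes (Fisher's exact test, adjusted p = 5.68e-10) and 12 of the 22 mitotic cell cycle genes (Fisher's exact test, adjusted p = 6.11e-10).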

Correspondingly, processes linked to cell division (mitotic cell cycle, DNA replication) were enriched among genes downregulated in the EST-treated plants, upregulated in the BAP-treated plants and among the genes regulated (although in opposite directions) by both treatments (list “shared1”, 1,051 genes) (Fig. 5f). Therefore, cambial cell cycle represents a key process positively controlled by auxin and cytokinin signaling pathways. 

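MCM3 (AT5G46280, chromosome 5, 18769649 to 18773706, minus strand), a subunit of the replicative helicase, had 21 ± 2.96 CPM in DMSO, 8 ± 0.699 in EST and 46.8 ± 3.03 in BAP. These are log2 fold changes of -1.43 in EST (standard error 0.12, edgeR adjusted p = 8.97e-05) and 1.13 in BAP (standard error 0.11, edgeR adjusted p = 4.92e-05). With EST + BAP it had 30.4 ± 1.65, between DMSO and BAP. PCNA1 (AT1G07370, chromosome 1, 2263037 to 2264553, plus strand) rose to 30.3 ± 3.23 CPM in BAP from 11.2 ± 1.32 in DMSO and stood at 4.31 ± 0.857 in EST and 17.5 ± 2.19 in EST + BAP. CYCA2;3 (AT1G15570), which overlaps IAA5, fell by 1.68 on the log2 scale in EST (standard error 0.15, edgeR adjusted p = 0.000134). With EST + BAP, 6 DNA replication genes and 15 mitotic cell cycle genes were called higher than in DMSO, and 0 of either list lower. The median log2 fold change was 0.55 in the first list (camera adjusted p = 0.0035) and 0.77 in the second (camera adjusted p = 6.18e-07). From the shared, opposite regulation by both treatments, the paper concludes that the cambial cell cycle is a key process under positive control of the auxin and cytokinin signaling pathways.

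**Figure D2:**
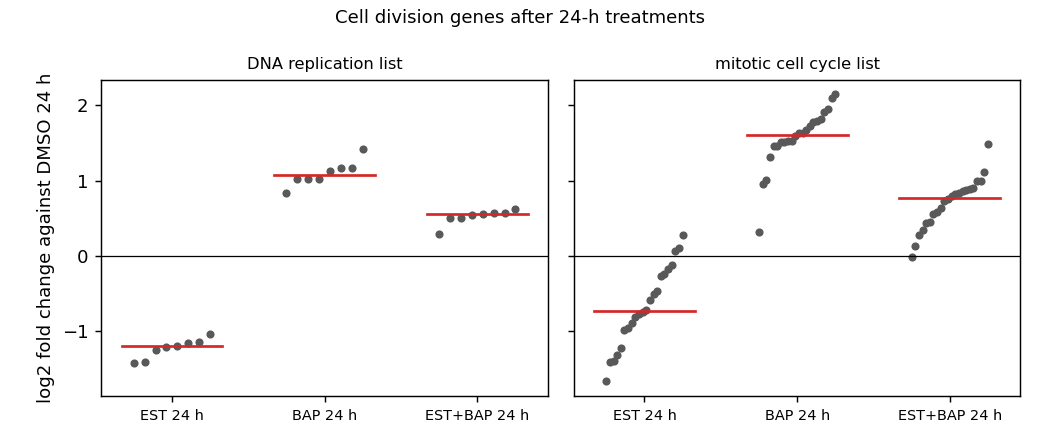
Log2 fold change against DMSO 24 h (vertical axis) of each gene of the DNA replication list (left) and the mitotic cell cycle list (right) after 24 h of EST, BAP or EST + BAP (horizontal axis). Points are genes, sorted by value within a treatment, and red lines are medians. The 8 DNA replication genes are all below 0 in EST and all above 0 in BAP and EST + BAP.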

Response to auxin, auxin transport, and developmental processes such as phloem/xylem histogenesis and procambium histogenesis were also enriched among genes downregulated after 24 h EST treatment (Fig. 5f; Supplementary Data Set S5). 

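Of 22 Aux/IAA genes tested after 24 h of EST, 12 were called lower and 1 higher (median log2 fold change -0.64, camera adjusted p = 8.48e-06). The gene called higher was IAA28 (AT5G25890), with 38.7 ± 1.63 CPM in DMSO and 98.6 ± 17.4 in EST (log2 fold change 1.32, standard error 0.13, edgeR adjusted p = 0.000159). SHY2 fell by 1.23 on the log2 scale in EST (standard error 0.10, edgeR adjusted p = 9.14e-05), and IAA9 (AT5G65670), which overlaps AT5G09425, fell by 0.92 (standard error 0.09, edgeR adjusted p = 0.000209). Among the 7 PIN auxin transporter genes tested, 5 were called lower in EST and 0 higher (median -0.91, camera adjusted p = 9.59e-07). PIN7 (AT1G23080, chromosome 1, 8180189 to 8183650, minus strand) decreased from 54.6 ± 3.98 to 23.5 ± 1.47 CPM (log2 fold change -1.24, standard error 0.09, edgeR adjusted p = 6.19e-05). PIN3 (AT1G70940) had a log2 fold change of -1.19 (standard error 0.11, edgeR adjusted p = 0.000154), and PIN4 (AT2G01420) one of -0.91 (standard error 0.08, edgeR adjusted p = 0.000131). The 8 auxin-induced GH3 and LBD genes tested showed no such fall, with 0 called and 1 at an unadjusted p under 0.05 (median 0.42, camera adjusted p = 0.492).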

Because procambium histogenesis includes genes belonging to the TDIF-PXY signaling pathway, this result is in line with our earlier finding that auxin signaling promotes PXY expression (Smetana et al. 2019). 

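In the TDIF-PXY pathway list, 7 of 11 genes were called lower after 24 h of EST and 0 higher (median log2 fold change -0.83, camera adjusted p = 3.21e-10). PXY (AT5G61480, chromosome 5, 24724337 to 24728244, minus strand), the TDIF receptor, fell from 113 ± 15.9 CPM in DMSO to 64.7 ± 3.3 in EST (log2 fold change -0.83, standard error 0.11, edgeR adjusted p = 0.000854). WOX4 (AT1G46480, chromosome 1, 17236524 to 17238185, minus strand) fell from 33 ± 4.57 to 17.5 ± 0.577 (log2 fold change -0.95, standard error 0.11, edgeR adjusted p = 0.000369). ANT (AT4G37750, chromosome 4, 17739514 to 17742407, plus strand), whose promoter also drives the transgene, fell from 101 ± 16.6 to 17.2 ± 4.13 (log2 fold change -2.58, standard error 0.18, edgeR adjusted p = 5.45e-05). PXC1 (AT2G36570) had 141 ± 16.5 CPM in DMSO and 33 ± 3.43 in EST (log2 fold change -2.12, standard error 0.11, edgeR adjusted p = 1.64e-05). The peptide genes CLE41, CLE43 and CLE44 (which overlaps AT4G13190) were called lower as well, with log2 fold changes of -0.79, -2.23 and -1.11. CLE42 (-0.49), WOX14 (-0.35), PXL1 (0.02) and PXL2 (0.18) were not called. PXY, WOX4 and ANT were called in each of the 6 fits without 1 library.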

The genes upregulated by EST (axr3-1 induction) were enriched for biotic and abiotic stress responses; these processes were enriched also among genes downregulated by BAP treatment as well as among the shared genes regulated by both individual treatments (list “shared2”, 600 genes) (Fig. 5f; Supplementary Data Set S5). 

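The genes higher in EST and lower in BAP at 24 h numbered 539 of the 20638 tested in both. They made up 45.2% of the 1192 genes higher in EST and 15% of the 3591 lower in BAP, against 207.4 expected (odds ratio 4.43, Fisher's exact test across genes, p = 4.29e-118), with 249 to 302 in simulations of independent changes against a shared DMSO group. Their median log2 fold change was 0.76 in EST and -1.13 in BAP. Of the 15 genes of the salicylic acid and defence list tested in EST, 10 were called higher and 1 lower (median 1.11, camera adjusted p = 8.8e-11). In BAP, 3 of 12 were called lower and 1 higher, and the list did not pass as a set (median -0.20, camera adjusted p = 0.372). SARD1 (AT1G73805, overlapping AT1G73790) rose from 3.91 ± 1.65 CPM in DMSO to 26.1 ± 5.89 in EST (log2 fold change 2.88, standard error 0.24, edgeR adjusted p = 0.000103). CBP60G (AT5G26920, chromosome 5, 9475679 to 9478777, plus strand) rose from 7.32 ± 0.895 to 29.1 ± 2.4 in EST (log2 fold change 2.00, standard error 0.11, edgeR adjusted p = 1.68e-05) and fell to 4.42 ± 1.06 in BAP (log2 fold change -0.72, standard error 0.19, edgeR adjusted p = 0.0121). The hypoxia list did not pass in either treatment at 24 h, with 3 genes higher and 2 lower in EST (median 0.32, camera adjusted p = 0.299) and 5 higher and 1 lower in BAP (median 0.47, camera adjusted p = 0.244). The EST-higher, BAP-lower genes included 3 of 12 salicylic acid and defence genes (Fisher's exact test, adjusted p = 0.0137) and 1 of 11 hypoxia genes (Fisher's exact test, adjusted p = 0.632).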

Next, we wanted to test whether auxin and cytokinin are continuously required for secondary growth after its activation. Long-term EST treatment of *pANT:XVE>>axr3-1-YFP* plants induced when 8 d old (after cambium activation) ceased root radial growth and also increased cell size (Fig. S10). We also treated *ipt1,3,5,7* plants with cytokinin either for 2d only to achieve cambium activation or continuously for 9 d (Fig. S11). Roots with only 2-d treatment ceased to grow radially after the initial cambial cell divisions. Altogether, these data show that auxin and cytokinin are continuously required for secondary growth driven by vascular cambium. In conclusion, our data suggests that auxin and cytokinin regulate large sets of genes, both independently as well as in highly cooperative manner, associated with several developmental processes during activation and early stages of secondary growth (Fig. 5g).

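The effect of EST at 24 h was measured both without BAP (EST against DMSO) and with it (EST + BAP against BAP), in comparisons that share no library. Of the 1283 genes called higher in EST and tested in both, 1243 also rose in the presence of BAP (96.9%), with median log2 fold changes of 0.87 without and 0.93 with BAP, and 983 were called there. Across 20732 genes, the log2 fold changes of these comparisons correlated with r = 0.780 at 24 h and, across 21264 genes, with r = 0.062 at 4 h (genes are not independent replicates). Where the interaction was significant at 24 h, the effect of EST had opposite signs with and without BAP in 85 of the 305 genes and was smaller with BAP in 109. EXPB3, a beta-expansin gene, had 542 ± 43.2 CPM in DMSO, 133 ± 18.6 in EST, 647 ± 51.2 in BAP and 438 ± 17.4 in EST + BAP (interaction 1.48 on the log2 scale, standard error 0.15, edgeR adjusted p = 0.00219). AT2G34510 had 4.8 ± 0.477, 13.3 ± 1.3, 10.5 ± 0.416 and 11.3 ± 1.02 CPM in the same order (interaction -1.38, standard error 0.16, edgeR adjusted p = 0.0027).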

## Discussion

### Auxin and cytokinin signaling interaction in cambium establishment

Auxin and cytokinin signaling and homeostasis interact in many ways, most of which have been characterized as antagonistic (Ioio et al. 2008; Bishopp et al. 2011). Here, we discovered that cytokinin positively regulates auxin signaling to promote the onset of secondary development. First, we used the *ipt* quadruple mutant as a tool to synchronously activate the vascular cambium in the Arabidopsis root with cytokinin treatment. Auxin signaling as a biological process was enriched among cytokinin-upregulated genes in the *ipt1,3,5,7* mutant during several time points (Fig. 3a), and the auxin signaling marker *DR5v2:erRFP* expression increased in the xylem-adjacent cambial stem cells of young Col-0 roots after BAP treatment (Fig. S7). Moreover, we find that in Arabidopsis auxin signaling is downregulated in the stele of both cytokinin biosynthesis (*ipt1,3,5,7*) and signaling (*cre1 ahk3*) mutants, indicating that proper auxin signaling requires cytokinin signaling. Similar results have been obtained from *Populus* trees overexpressing cytokinin biosynthesis gene *IPT7* as they showed higher levels of both auxin and transcriptional auxin responses (Immanen et al. 2016). Our experiments where we combined cytokinin treatment and cambium-inducible *axr3-1,* showed auxin signaling being part of fast transcriptional cytokinin responses. However, long-term experiments suggested that auxin and cytokinin signaling act also in parallel. This was supported by simultaneous cytokinin and auxin treatments additively resulting in the vascular cambium and pericycle activation more efficiently than either hormone alone. 

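Genes that fell after 4 h of BAP were followed in the same way. Of the 1535 called lower with BAP, 737 (48%) were not called lower with EST + BAP, and 702 of these still changed in the same direction. Their median log2 fold change was -0.69 in BAP and -0.45 in EST + BAP, 109 had an edgeR adjusted p of at most 0.05 with EST + BAP, and 473 an unadjusted p under 0.05. The genes called lower with EST + BAP alone showed the reverse, with medians of -0.43 in BAP and -0.66 in EST + BAP, so these medians do not measure the size of a difference between the treatments. Among the genes called in both, the medians were 0.87 in BAP and 0.72 in EST + BAP for genes called higher and -0.97 and -0.89 for genes called lower. None of these sets held a gene with an EST by BAP interaction at an edgeR adjusted p of at most 0.05, while 96 of the 737 genes had an unadjusted p under 0.05 for the interaction. That test recovered 48% of simulated interactions of 1 log2 unit at 4 h, so smaller ones may be missed.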

Our marker analysis showed that auxin and cytokinin signaling transiently overlap prior and during the first periclinal cell divisions, soon after which auxin signaling is restricted into the inner organizer cell/xylem domain (Smetana et al. 2019) and cytokinin into the outer daughter/stem cell. Similar separation of initially overlapping cytokinin and auxin signaling domains can be found during de novo meristem formation in tomato (*Solanum lycopersicum*) adventitious root system (Omary et al. 2022 ). Therefore, we postulate that cambium stem cell establishment may follow a common mechanism in which both auxin and cytokinin are required for meristem formation but as it becomes functional, the signaling domains are mostly separated.

### Cytokinin as a major activator of cambial cell divisions

Cytokinin-induced gene expression is dependent on type B response regulators ARR1, ARR2, and ARR10, which bind to target sequences more strongly upon cytokinin treatment (Zubo et al. 2017; Xie et al. 2018). Moreover, ARR10 binding peaks overlap with differentially accessible chromatin regions (DARs) in response to cytokinin (Potter et al. 2018), suggesting that type B response regulators act as pioneer transcription factors increasing chromatin accessibility to other transcription factors. In this study, we treated the cytokinin biosynthesis mutant *ipt1,3,5,7* with BAP, NAA, and TDIF peptide. Whereas BAP treatment was able to rescue the secondary growth phenotype, NAA and TDIF were not able to do so. This could suggest that while auxin and TDIF peptide signaling are required for early secondary growth, the cytokinin-regulated DARs are necessary for the secondary growth to fully progress. Interestingly, also auxin is known to regulate chromatin status through MP-dependent interactions with SWItch/Sucrose Non-Fermentable (SWI/SNF) chromatin remodeling ATPases (Wu et al. 2015), a mechanism with putative role also in the auxin-dependent cambium activation. This may be facilitated by several cambial ARFs, as the amiRNA line targeting MP in *arf7,19* background is able to activate cambium but lacks secondary xylem vessels (Smetana et al. 2019). Future studies could elucidate the overlap of the chromatin status changes upon cytokinin, auxin and their combined treatment, and whether this could explain the additive effect of these 2 plant hormones on secondary growth regulation. Furthermore, the upstream mechanisms establishing the cambial cytokinin and auxin signaling domains remain yet unelucidated.

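At 24 h, EST and BAP both lowered 103 genes, against 330.8 expected for independent lists, and both raised 179, against 205.2 expected. A gene called higher in BAP cannot be called lower there, so the overlaps in opposite directions reduce these counts. Among the 17086 genes not called higher in BAP, 190.4 would be expected in place of the 103 (odds ratio 0.467), and among the 17047 not called lower in BAP, 136.1 in place of the 179 (odds ratio 1.46). The shared DMSO libraries raise such overlaps. In simulations of independent changes against a shared DMSO group, in which more genes were called, 444 to 518 genes were lower in both (odds ratio 1.05 to 1.35) and 371 to 432 higher in both (odds ratio 1.15 to 1.47). The observed odds ratio was below this range for genes lower in both and within it for genes higher in both. With EST + BAP, most genes of opposite regulation were not called against DMSO. Of the 995 lower in EST and higher in BAP, 256 were called higher, 53 lower and 686 neither (median log2 fold change 0.28). Of the 539 higher in EST and lower in BAP, 72 were called higher, 101 lower and 366 neither (median -0.10).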

In the active vascular cambium, we found transcriptional auxin and cytokinin responses to include distinct but also largely overlapping target genes. For instance, transcripts assigned to cell divisions were positively regulated by both hormones. 

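Aurora kinase gene AUR1 (AT4G32830, overlapping AT4G32840) had 5.28 ± 0.677 CPM in DMSO and 18.7 ± 2.06 after 24 h of BAP (log2 fold change 1.79, standard error 0.13, edgeR adjusted p = 1.39e-05), and AUR2 (AT2G25880, overlapping AT2G25890) rose from 3.89 ± 0.546 to 16.8 ± 0.527 (log2 fold change 2.15, standard error 0.12, edgeR adjusted p = 5.59e-06). CDKB1;1 (AT3G54180, overlapping AT3G54190) fell from 13.5 ± 1.28 to 5.41 ± 0.61 after 24 h of EST (log2 fold change -1.32, standard error 0.12, edgeR adjusted p = 0.000138) and rose to 38.1 ± 3.6 after BAP. In AUR1 the EST libraries, at 4.79 ± 0.444, were close to the DMSO libraries, so not every mitotic gene that BAP raised was lower in EST. The DMSO replicate with the largest share of ribosomal RNA did not decide the list results, since the lists of DNA replication and mitotic genes kept their calls in EST and BAP in each 24-h fit without 1 library.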

Cytokinin has been directly linked to mitotic cell divisions also through subcellular translocation of MYB TFs (Yang et al. 2021). Cytokinin and auxin transcriptionally downregulated genes involved in stress responses, suggesting a negative relationship between stress and cambium activity. However, some stress-responsive genes, such as ERFs, have been shown to be required for secondary growth (Hoang et al. 2020). 

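EDS16 (AT1G74710), annotated as an ADC synthase family protein, had 7.27 ± 0.14 CPM in DMSO and 20.2 ± 2.72 after 24 h of EST (log2 fold change 1.45, standard error 0.12, edgeR adjusted p = 8.19e-05). PAD4 (AT3G52430) fell from 48.8 ± 3.76 in DMSO to 22.1 ± 2.85 after 24 h of BAP (log2 fold change -1.15, standard error 0.11, edgeR adjusted p = 5.83e-05). Other stress genes did not fall with BAP. NIMIN1 (AT1G02450) had 1.29 ± 0.223 CPM in DMSO and 3.53 ± 0.654 in BAP (log2 fold change 1.39, standard error 0.22, edgeR adjusted p = 0.000804). HB1 (AT2G16060), of the hypoxia list, rose from 5.97 ± 1.74 to 15.7 ± 4.45 in EST and to 14.8 ± 3.33 in BAP, and to 27.8 ± 1.36 in EST + BAP. With EST + BAP at 24 h, 10 genes of the salicylic acid and defence list were called higher and 0 lower (median log2 fold change 1.18, camera adjusted p = 2.23e-08), and the hypoxia list had 6 higher and 1 lower (median 0.68, camera adjusted p = 0.00796).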

Recently LBD11 was shown to mediate oxidative stress signaling to promote cambium proliferation and induce also negative feed-back regulation of stress signaling (Dang et al. 2023). Therefore, the role of cambium-expressed stress-regulated genes needs to be assessed more in detail and also with spatio-temporal resolution.

### ERF and DOF transcription factors participate in the intertwined network of vascular cambium regulation

Previous studies have found interactions between hormonal and TDIF-PXY-signaling pathways (Suer et al. 2011; Han et al. 2018; Smetana et al. 2019; Smit et al. 2020). Additionally, TDIF-PXY-WOX signaling has been reported to act in parallel with AT-HOOK MOTIF CONTAINING NUCLEAR LOCALIZED 15 (AHL15)-dependent cytokinin production (Rahimi et al. 2022). In this study, we find TDIF-PXY signaling pathway downstream of both cytokinin and auxin signaling during early secondary growth (Fig. 5g). Moreover, several tiers of TDIF-PXY pathway expressed in phloem and cambial domains were induced by BAP, including *ANT* and *WOX4*. 

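In the libraries of the axr3-1 line, 3 of the TDIF-PXY pathway genes were called higher after 4 h of BAP and 0 lower (median log2 fold change 0.35, camera adjusted p = 0.0473). Without DMSO 4 h replicate 1 the camera adjusted p of this list was 0.0912, and over the 6 fits without 1 library it ran from 0.0312 to 0.0912, with the call lost in 3. After 24 h of BAP, 4 genes were called higher and 1 lower (median 0.18, camera adjusted p = 0.153, fry adjusted p = 0.0172). ANT rose with BAP at 4 h (log2 fold change 0.74, standard error 0.16, edgeR adjusted p = 0.0143) and at 24 h (1.07, standard error 0.13, edgeR adjusted p = 0.000179). The 4-h call of ANT was lost without BAP 4 h replicate 1 (edgeR adjusted p = 0.0561) and without BAP 4 h replicate 3, with a range of 0.00779 to 0.0561 over the 6 fits. CLE44 was higher with BAP at 4 h (0.76, edgeR adjusted p = 0.00852) and at 24 h (0.94, edgeR adjusted p = 8.29e-05). WOX4 had a log2 fold change of 0.21 at 4 h (edgeR adjusted p = 0.173) and 0.41 at 24 h (standard error 0.14, edgeR adjusted p = 0.0354), under the log2 cutoff of 0.5. It passed the cutoff without BAP 24 h replicate 1 (0.54) and without DMSO 24 h replicate 3 (0.53). PXY had 0.41 at 4 h (edgeR adjusted p = 0.035), also under the cutoff, and 0.18 at 24 h (edgeR adjusted p = 0.288). With EST + BAP, the list had 0 called genes at 4 h, where 1 had an unadjusted p under 0.05, and 0 at 24 h, where 4 had one. Its median was 0.07 and -0.24. At 24 h with EST + BAP the list did not pass in camera (camera adjusted p = 0.137) and passed as lower in fry (fry adjusted p = 0.015), with 0 of 11 genes at a positive log2 fold change. Tested directly against BAP at 4 h, 10 of 11 genes were lower with EST + BAP and 0 were called (median -0.28, camera adjusted p = 1.46e-05, fry adjusted p = 0.00534). At 24 h, 9 were lower and 5 called lower, WOX4 and ANT among them (median -0.41, camera adjusted p = 6.69e-05, fry adjusted p = 0.00273). The interaction of the list did not pass at 4 h (median -0.16, camera adjusted p = 0.451, fry adjusted p = 0.733). The interaction term of the list at 24 h was positive (median 0.38, camera adjusted p = 0.000973), with 2 genes past the threshold over all genes and 4 adjusted over the list alone.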

Phloem-localized cytokinin signaling regulates non–cell-autonomously cambial activity during secondary growth of *Populus* stems (Fu et al. 2021), and it is interesting to speculate a possible link to TDIF-PXY signaling. In the cambium activation GRN inferred in our study, TDIF-encoding *CLE41* and *PXY* both formed edges with *DOF1.6* and *SVP*. Interestingly, *DOF1.6* was transcriptionally induced by TDIF peptide, suggesting that *DOF1.6* is converging cytokinin and TDIF pathways. The *dof1.6* phenotype suggested a negative regulation of xylem differentiation. Cytokinin and TDIF peptide signaling both have inhibitory effect on primary and secondary xylem vessels, respectively, whereas auxin is known to promote secondary vessel formation (Smetana et al. 2019). The *axr3-1* induction reduced *DOF1.6* expression (Supplementary Data Set S5) suggesting a role for *DOF1.6* also during auxin signaling. 

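DOF1.6 (AT1G47655, chromosome 1, 17525342 to 17526308, plus strand) encodes a Dof-type zinc finger protein. After 24 h of EST it fell from 9.21 ± 1.41 CPM in DMSO to 5.24 ± 0.258 (log2 fold change -0.85, standard error 0.13, edgeR adjusted p = 0.00223), with every EST library below every DMSO library. The fits without 1 library gave log2 fold changes of -0.93 to -0.71 and kept the call. At 4 h it was not lower in EST (log2 fold change 0.35, standard error 0.21, edgeR adjusted p = 1). BAP raised it at 4 h (0.84, standard error 0.15, edgeR adjusted p = 0.00596), while at 24 h it was at 9.69 ± 0.992 (0.05, edgeR adjusted p = 0.793), a value whose sign turned with single libraries (-0.04 without BAP 24 h replicate 3 and without DMSO 24 h replicate 2). With EST + BAP at 24 h it was at 7.34 ± 1.16, which is lower than with BAP in the direct comparison (edgeR adjusted p = 0.0409, log2 fold change -0.42, under the cutoff).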

DOF1.6 belongs to a transcriptional module coexpressed with leaf vasculature formation in the VISUAL system (Furuya et al. 2021) and is also expressed in the xylem side of inflorescence stem cambium (Shi et al. 2021). DOF1.6 homolog DOF3.4 has been implicated in cell cycle regulation (Skirycz et al. 2008), and here we find that *DOF3.4* is expressed in both cambia and also induced by TDIF treatment. Additionally, we identified *TINY2* (*ERF41*) from the cambial GRN having a role specifically in cambium activation (Fig. 1g). This may be characteristic for genes rapidly induced by cytokinin, such as for *LBD3* and *LBD4*, transcription factors required for cytokinin-induced cambium initiation (Ye et al. 2021). Therefore, the cambial GRN may help to elucidate additional transcription factors having a role during cambium activation.

In conclusion, we have shown that plant hormones auxin and cytokinin and TDIF-peptide signaling regulate early vascular cambium activity in a co-operative manner and that these signaling pathways also converge in a gene regulatory network inferred during cambium activation.

## Materials and methods

### Plant materials, growth conditions, and molecular cloning

The previously characterized Arabidopsis (*Arabidopsis thaliana*) wild-type and mutant lines used in this work were Col-0, *ipt1,3,5,7* (Miyawaki et al. 2006), *cre1-12 ahk3-3* (Higuchi et al. 2004), *shy2-101* (Goh et al. 2012), *tdif* (*cle41, 42, 43, 44*) (Smit et al. 2020), *svp-41* (Gregis et al. 2006)*, erf072-1, lbd4-1, lbd4-2*, and *asl9/lbd3* (Zhang et al. 2019), *pxy-5/tdr, wox4*, and *tdrwox4* (Hirakawa et al. 2010). T-DNA insertion lines for *tiny2* and *dof1.6* were ordered from the Nottingham Arabidopsis Stock Center (NASC) with codes SAIL_1211_D04 and SALK_016252C, respectively. The primers used for genotyping are listed in Supplementary Data Set S1. The previously published transgenic lines used in this work were *pCLE41:erVEN* (Eswaran et al. 2024)*, pPXY:erYFP* (Smetana et al. 2019), *pG1090:XVE>>axr3-1-RFP* (Mähönen et al. 2014), *pWOX4:erYFP* (Suer et al. 2011), *pANT:erRFP* and *DR5v2:erRFP* (Mäkilä et al. 2023), *TCSn:erYFP* (Ye et al. 2021), *DR5rev:erGFP* (Friml et al. 2003), *pPER15:mCherry-SYP122* (Molina et al. 2024), and *pARR5:erRFP* (Siligato et al. 2016).

Plants were grown on ½ growth media (1/2 GM) containing 0.8% Plant Agar (Duchefa), 1% sucrose (Duchefa), 0.5× Murashige Skoog salts including vitamins (Duchefa) and pH adjusted to 5.7 to 5.8 with 20× MES buffer (Mes monohydrate, Duchefa). The plates were placed vertically in a 23 °C growth chamber with long-day settings (16 h light and 8 h dark).

Multisite Gateway technology was used in the molecular cloning of the following constructs: *pDOF1.6:DOF1.6-YFP*, *pDOF3.4:erRFP*, *pDOF5.8:YFP*, *pTINY2:erRFP*, *35S:XVE>>DOF1.6*, and *pANT:XVE>>axr3-1-YFP.* Wild-type Col-0 plants were transformed with the floral dip method and transgenic lines used for experiments were screened to be representatives of single insertion homozygous lines. Primers and recombinant DNAs used are listed in the Supplementary Data Set S1.

### Microarray hybridizations and *ipt1,3,5,7* RNA-Seq

Plant material for microarray hybridizations (7-d-old Col-0 and *ipt1,3,5,7* plants) were grown, treated, harvested, and RNA extracted as described in (Randall et al. 2015). The 14-d-old Col-0 roots were grown independently vertically on ½ GM plates prior to harvesting the main root samples aged between 7 and 14 days. The extracted RNAs were processed and hybridized to Agilent 4 × 44 K slides as in (Furuta et al. 2014). The experiment was repeated in triplicate. Log_2_-fold changes and false discovery rate corrected *P*-values were calculated for each probe with scripts in R (Supplementary Data Set S2). Genewise log_2_-fold changes were calculated by averaging gene-specific probe values. Additionally, biological replicates of *ipt1,3,5,7* mutant control (1 h DMSO) and 4-h BAP treatment were also analyzed with RNA-Seq. Library preparation and transcriptome sequencing were performed at BGI (https://www.bgi.com/global). The RNA-Seq data quality analysis and trimming of the reads was performed as previously described in (Xu et al. 2015). The mapping was performed with Bowtie2, the counting of reads per gene was done using HTSeq and differential gene expression analyzed with Deseq2 package in Chipster (Kallio et al. 2011). The log_2_ fold changes and adjusted *P*-values are available in Supplementary Data Set S2.

### Network analysis

Gene regulatory network (GRN) inference for cambium activation was carried out by following the GENIST method (De Luis Balaguer et al. 2017). Briefly, first, differentially expressed genes (probe-wise microarray data) from 2 consecutive time points were selected using comparison-specific cutoff values. Next, the T1 (BAP1h-BAP4h), T2 (BAP4h-BAP8h), and T3 (BAP8h-BAP24h) probe lists were each clustered using their gene expression values of the *ipt1,3,5,7* DMSO 1 h, Col-0 DMSO1h, Col-0 old ,and *ipt1,3,5,7* NAA4h samples. From T1, T2, and T3 the clusters containing ANT were selected for GRN. Finally, the GRN depicting the ANT cluster at all time points was inferred. Data used for network inference is available in Supplementary Data Set S3.

### Histological analysis of cross sections

Historesin-embedded roots were processed for histological analysis as described in (Idänheimo et al. 2014). Root vasculature parameters 2 to 5 mm below root-hypocotyl junction were analyzed from microscope images with Fiji. From each biological repeat used for microarray hybridizations, 10 plants per 7-d-old samples were analyzed for their protophloem distance and cell numbers. Statistical analysis was performed with scripts in R and the results are summarized in Supplementary Data Set S4.

### Confocal analysis

Using a protocol modified from (Smetana et al. 2019), samples were fixed with 4% paraformaldehyde solution (PGA, Sigma) in 1 × phosphate-buffered saline (PBS). After fixation samples were washed with PBS and embedded in 4% agarose. Vibratome was used to cut embedded samples into 200-µm-thick sections, 50-µm sections were used for root tip images. Cell walls were stained with SR2200 in PBS (1:1,000, Renaissance Chemicals) and confocal analysis was performed with Leica Stellaris 8 confocal microscope (63 × objective). In longitudinal confocal images, cell walls were stained with propidium iodide and imaged with Leica TCS SP5II HCS A. Sections were imaged in either PBS or water. All confocal images with multiple channels were images in sequential scanning mode. Confocal settings may have varied between experiments but always stayed the same for the experimental sample and respective control. To optimize the cell wall staining, the signal was adjusted when necessary, during imaging and may thus vary between the sample and respective control.

### Fluorescence quantifications

Corrected total cell fluorescence (CTCF) from confocal pictures was measured in Fiji, by selecting the area expressing marker gene or the stele as the region of interest (ROI). Integrated density ie sum of pixel values in selected areas divided by the area, was then calculated for the ROI. Additionally, intensity of the background signal was measured from an area without marker expression. CTCF was then calculated by the following formula: CTCF = integrated density − (area of selected cell × mean fluorescence of background readings). For 3 + 2-d marker analysis, roots were laterally imaged on/through growth media with a stereofluorescence microscope (Leica M165 FC). Fluorescence profile from 10-pixel-wide line encompassing 2 mm in length per root was quantified with Fiji. Average fluorescence per root was normalized to the DMSO control average and used in the statistical analysis in R (Supplementary Data Set S4).

### pANT:XVE>>axr3-1-YFP RNA-Seq

Homozygous *pANT:XVE>>axr3-1-YFP* seeds were surface sterilized with bleach, 70% EtOH, washed with sterile water and stratified 2 to 3 days. Two rows of seeds (20 seeds per row) were plated in 0.1% sterile agarose on autoclaved Nitex mesh placed on the surface of each growth plate (0.8% Plant Agar (Duchefa), 0.5 × MS media with vitamins, 1% sucrose, pH adjusted with MES to 5.7). Plates sealed with micropore tape were put to grow vertically on a single transparent tray in the Sanyo controlled environment growth chambers. For treatment, 9-d-old plants were transferred on the Nitex mesh to plates supplemented with either 5 µM estradiol, 1 µM BAP, 5 µM estradiol together with 1 µM BAP or the DMSO control. After 24 h, 1.5-cm-long main root segments were harvested by cutting the roots 0.5 cm (start) and 2 cm below the root-hypocotyl junction and flash-frozen in liquid N. The experiment was repeated 3 times for each time point. Remaining roots attached to hypocotyls were transferred to fixation solution for plastic sections 0.5 cm below the root-hypocotyl junction to analyze the vascular phenotypes. The experiment was repeated similarly for the 4-h time point.

Total RNA was extracted with the GeneJet Plant RNA purification mini kit (Thermo Scientific). RNA concentrations were measured with NanoDrop 1000 Spectrophotometer and an aliquot was used for RNA quality analysis with Bioanalyzer 2100 (Agilent Technologies). DNase treatment with Heat&Run gDNA removal kit (ArcticZymes) and ribosomal RNA removal with Plant Ribo-Zero rRNA Removal Kit (Illumina) were done prior to the strand-specific library preparation with a TruSeq Stranded Total RNA Library prep kit (Illumina). Samples were sequenced with NextSeq 500 and the raw RNA-Seq reads were quality checked using fastqc. The adapters and barcodes were removed using Trimmomatic [v 0.36] (Bolger et al. 2014). To align, Kallisto [v.0.43.0] (Bray et al. 2016) was used, with 4,000 bootstrap replicates, to map the high quality reads to *Arabidopsis thaliana* Reference Transcript Dataset 2 (AtRTD2) (Zhang et al. 2017). The gene-wise raw count data was used for analyzing differential gene expression (abs(log_2_ fold change) ≥ 0.5, adjusted *P*-value ≤ 0.05) between each treatment and the respective DMSO control with edgeR in the Chipster platform (Kallio et al. 2011; Supplementary Data Set S5). Library preparation and RNA sequencing were carried out at the DNA Sequencing and Genomics Laboratory, Institute of Biotechnology, University of Helsinki.

### Hierarchical clustering, gene ontology enrichment, and gene list comparisons

Hierarchical clustering of selected genewise log_2_-fold changes was performed using the pheatmap package in R without scaling (Kolde 2010). Cutoffs for microarray and RNA-Seq DEGs (|log_2_FC|≥0.05, adjusted *P*-value ≤0.05) and subsequent GO enrichment analysis (adjusted *P*-value cutoff 0.05) was done in R with Clusterprofiler package (Wu et al. 2021). Comparisons of the cambium activation GRN to published datasets was done with the GeneOverlap package (Shen 2014) in R. Jaccard index and Fisher's exact test with *P*-value correction for multiple testing (Benjamin-Hochberg) were calculated using TAIR10 with 33,602 genes as the background.

### qPCR

Plants were transferred to 1/2GM plates containing either 10 μM TDIF peptide or P9A control peptide (nonfunctional, mutated TDIF peptide unable to bind to PXY) (Ito et al. 2006) to induce the expression of the target genes for 24 h. Two-centimeter root segments, below the hypocotyl/root junction, were harvested from the primary roots of 14 to 16 individual plants/treatment for RNA purification. The experiment was repeated 3 times for each treatment. From T-DNA lines grown on 1/2 GM plates, whole roots from 20 to 35 plants per sample were harvested.

Total RNA was isolated from root samples using the RNeasy Plant Mini Kit (QIAGEN) with an on-column DNase I treatment (QIAGEN). cDNA synthesis was performed using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories) following the manufacturer's protocol. Quantitative reverse-transcription PCR (qRT-PCR) was conducted in a 10-μL reaction volume using the HOT FIREPol EvaGreen qPCR Mix Plus (Solis BioDyne) on a CFX384 Real-Time PCR System (Bio-Rad). PCR program was as follows: 95 °C for 5 min, 45 cycles (95 °C for 10 s, 59 °C for 10 s, 72 °C for 15 s), melting curve analysis.

Three technical repeats were included for each biological repeat during qRT-PCR. Detected expression levels were normalized using the Comparative CT Method (ΔΔCT method, (Livak and Schmittgen 2001)) using multiple reference genes (*18S*, *UBIQUITIN-CONJUGATING ENZYME21* (*UBC21*) and *ELONGATION FACTOR-1a* (*EF1a*)). Statistical analyses were performed using 2-tailed Welch *t* test (Supplementary Data Set S4). T-DNA line analysis was performed by normalizing detected expression levels to *UBC21* and *PROTEIN PHOSPHATASE 2A SUBUNIT A3* (*PP2AA3*). All primers used for qRT-PCR are listed in Supplementary Data Set S1.

### Accession numbers

The accession numbers of genes represented in the cambium activation GRN (Fig. 1d) are listed in the Supplementary Data Set S3. Additional accession numbers of Arabidopsis genes in this article are provided in the Supplementary Data Set S1.

## Supplementary Material

koag059_Supplementary_Data

## Data Availability

The transcriptomic data underlying this article are available in the NCBI Gene Expression Omnibus (GEO) with the accession number GSE293194 and also in the NCBI Bioproject database with the accession number PRJNA1243323.

# Supplementary material for: Plant hormone and peptide signaling converge in the genetic network regulating cambium activation in Arabidopsis roots
**Source:** Plant Cell. 2026 Mar 13;38(6):koag059. doi: 10.1093/plcell/koag059
**Supplement:** koag059_Supplementary_Data

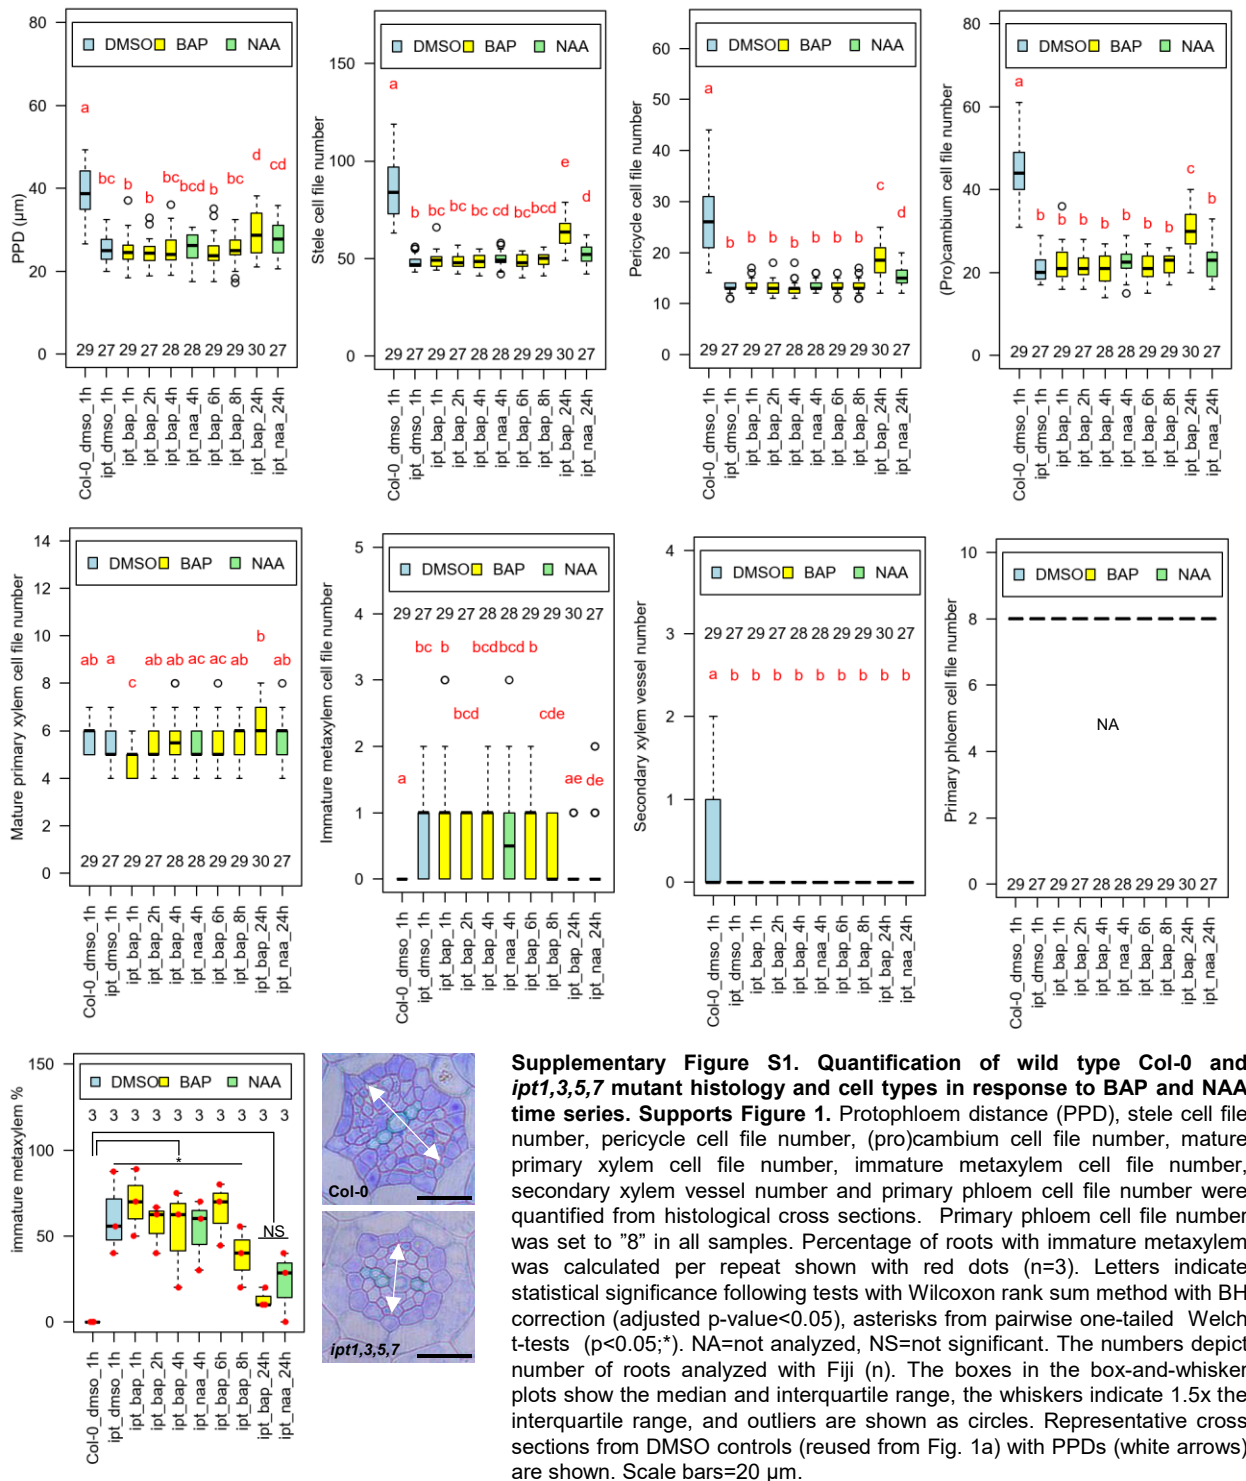

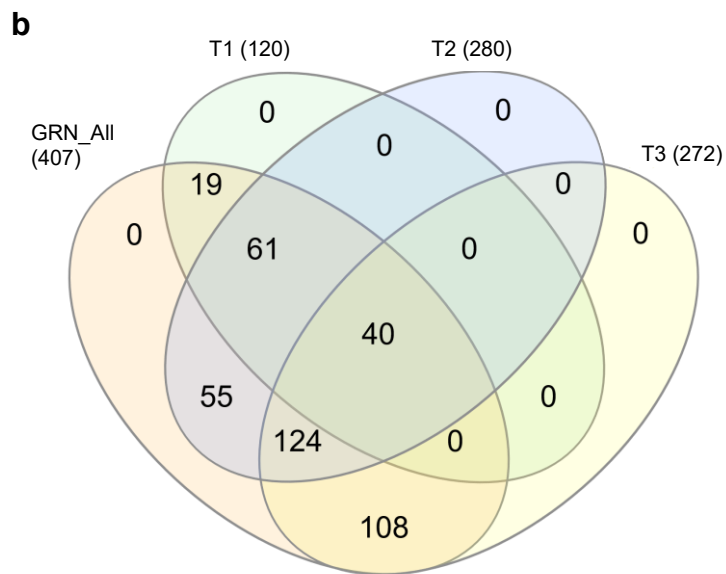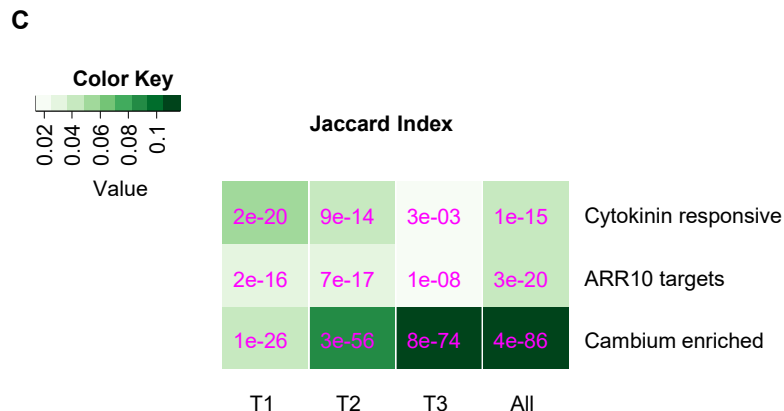

**Supplementary Figure S2. Transcriptional cambium activation network. Supports Figure 1. a)** The 65 nodes representing probes for 56 transcription factors and the number of their edges in the network at T1, T2, T3 and in total. **b)** Venn diagram of genes clustering with ANT at T1, T2, T3 and in the cambial GRN in total. **c)** GRN genes (T1, T2, T3 and in total "All") were compared to publicly available gene lists "Cytokinin responsive", "ARR10 targets" and "Cambium enriched" (adapted from (Bhargava et al. 2013; Zubo et al. 2017; Zhang et al. 2019), respectively). Gene list overlap analysis depicting Jaccard index (green) and Fisher's exact test with BH-adjusted *p*-value (magenta).

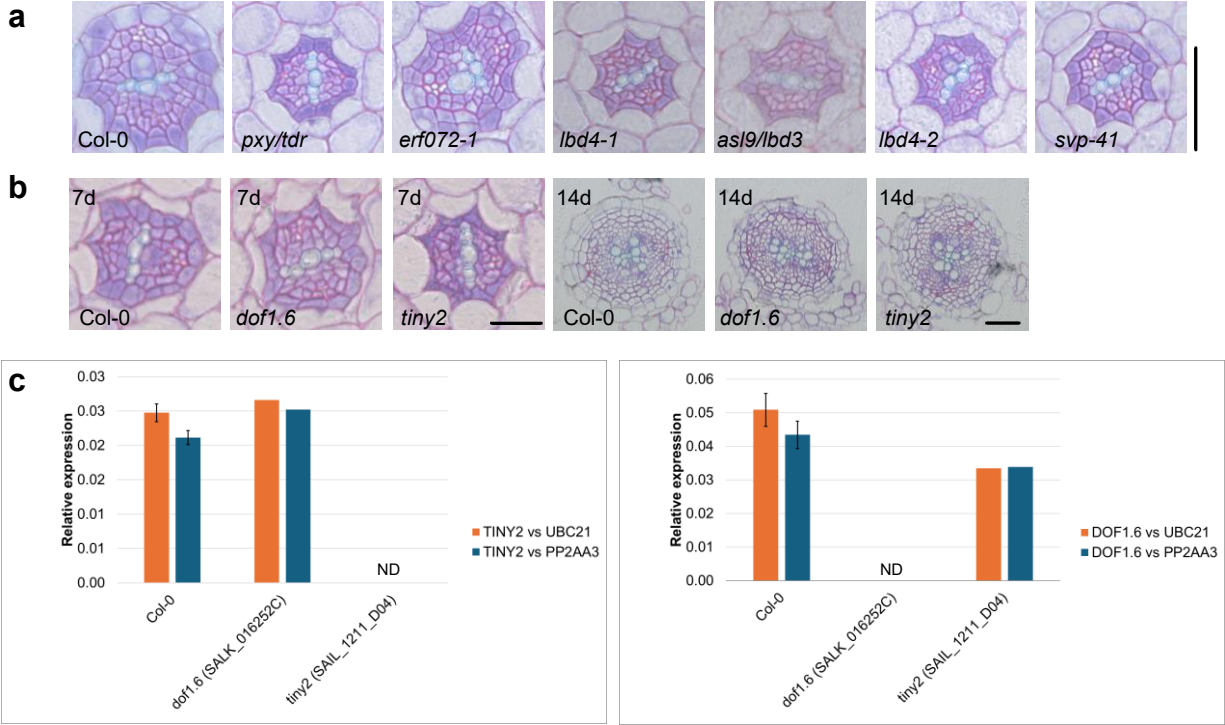

**Supplementary Figure S3. Additional information on mutants analyzed in Fig. 1e and Fig 1g. Supports Figure 1. a)** Representative cross sections of 7-day-old mutants and Col-0 analyzed in Fig. 1e. Scale bar=50µm. **b)** Representative cross sections of 7-day-old and 14-day-old mutants and Col-0 analyzed in Fig. 1g. Scale bar=20µm. **c)** qPCR analysis of T-DNA insertion lines. 7-day-old Col-0, *tiny2* (SAIL\_1211\_D04) and *dof1.6* (SALK\_016252C) were harvested to analyze the expression of *TINY2* and *DOF1.6* transcripts with qPCR, respectively. Relative expression means  $\pm$  SD are shown, n=1-2. ND=not detected.

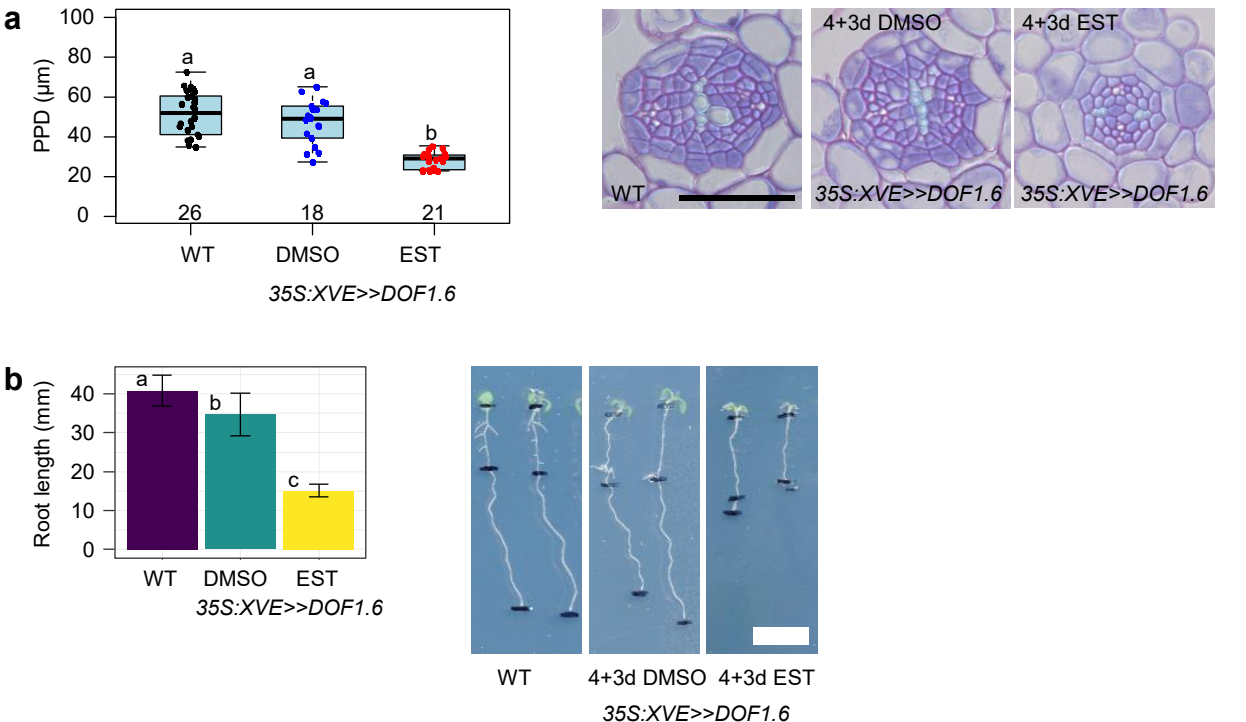

**Supplementary Figure S4. DOF1.6 overexpression results. Supports Figure 1. a)** Protophloem distance (PPD) of wild type Col-0 (WT) and estradiol-inducible overexpression line 35S:XVE>>DOF1.6 after 4+3 days of DMSO or 5 μM EST. The experiment was repeated thrice. Numbers indicate the amount of histological cross sections (n). Scale bar 50 μm. The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5x the interquartile range, and outliers are shown as circles. Letters indicate statistical significance following tests with Wilcoxon rank sum method with BH correction (adjusted p-value<0.05). Individual data points are plotted on top of the box-and-whisker plots. **b)** Root primary length was measured from two repeats. Means calculated from 30-40 roots per sample are shown, error bars=standard deviation. Scale bar 1 cm. In a, b, letters indicate statistical groups based on Wilcoxon rank sum test with BH correction (p.adjusted<0.05).

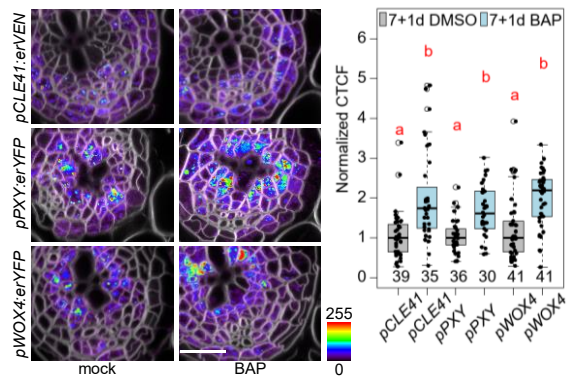

**Supplementary Figure S5. Cross sections of CLE41, PXY and WOX4 marker lines after 7+1d DMSO and BAP (1 μM) treatments. Supports Figure 2.** Scale bar depicts 10 μm. Color key indicates fluorescence signal scale. Corrected total cell fluorescence was measured in Fiji, and normalized to the median values of DMSO treatments. The experiment was repeated three times. Numbers depict number of roots analyzed with Fiji (n). The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5x the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted p-value<0.05).

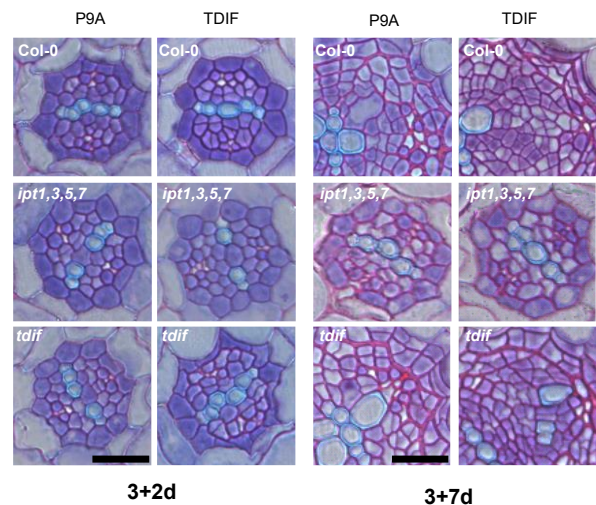

**3+2d** **3+7d**  
**Supplementary Figure S6. Representative cross section**  
**images of 3+2d and 3+7d TDIF peptide treatments.**  
**Supports Figure 2. Scale bar=20  $\mu$ m.**

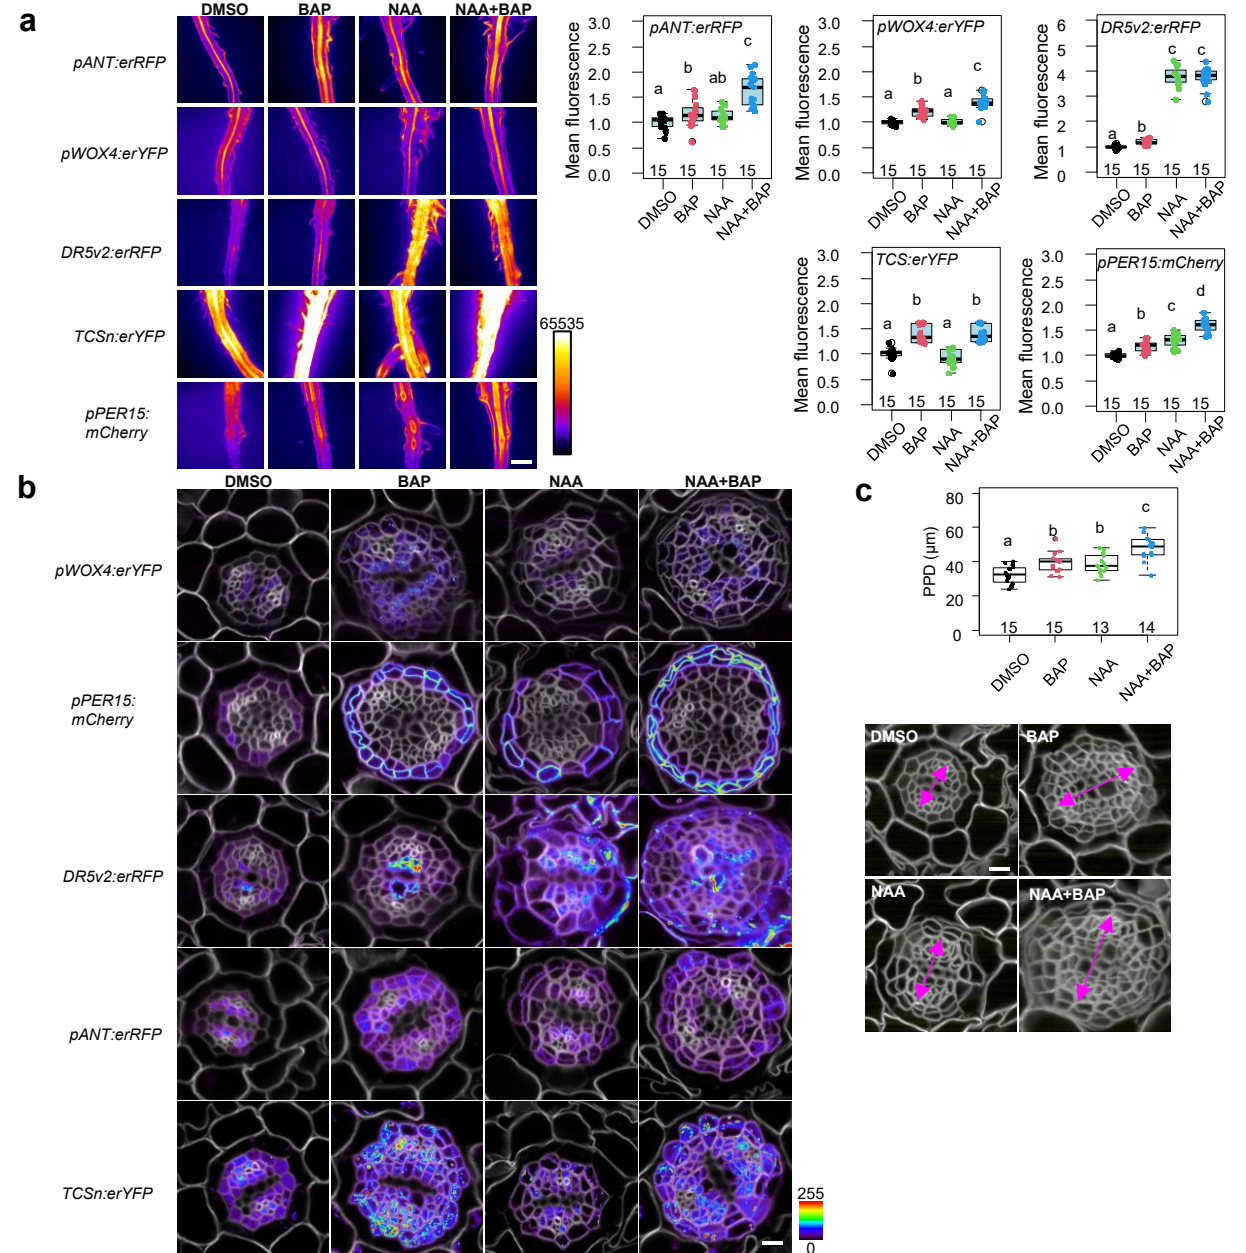

**Supplementary Figure S7. Hormone treatments (3+2d) of fluorescent marker lines. Supports Figure 3. a)** 3+2 days treatment with DMSO, 1  $\mu\text{M}$  BAP, 1  $\mu\text{M}$  NAA or 1  $\mu\text{M}$  NAA + 1  $\mu\text{M}$  BAP with *pANT:erRFP*, *pWOX4:erYFP*, *DR5v2:erRFP*, *TCSn:erYFP* and *pPER15:mCherry*. Scale bar=500  $\mu\text{m}$ . Fluorescence quantification along the stele was done in Fiji, and average fluorescence from 2 mm length of the root upper part was calculated in R and normalized to the DMSO control average. **b-c)** Representative cross section images of marker line roots (b) and Col-0 (c). Scale bar=10  $\mu\text{m}$ . PPD measurements (arrows) of Col-0 vasculature after 3+2d treatments of DMSO, NAA, BAP or NAA+BAP were done with Fiji. In a, c, numbers depict number of roots analyzed with Fiji (n) in three experiments. The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5x the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted p-value<0.05). In a, b, color key indicates fluorescence signal scale.

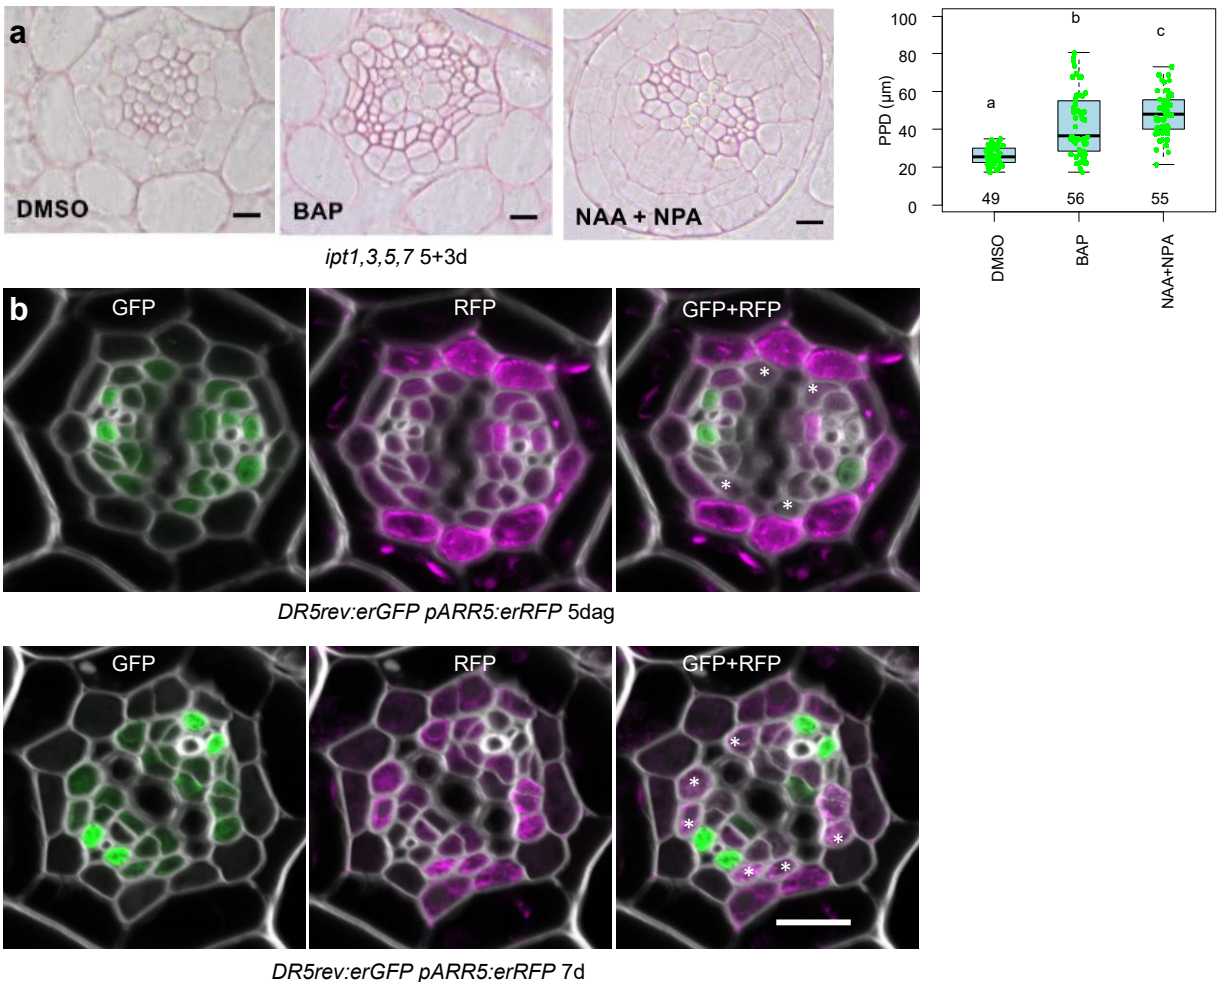

**Supplementary Figure S8. Long-term (5+3d) hormone treatments of *ipt1,3,5,7* and additional hormone signaling markers in Col-0 background. Supports Figure 3. a)** Three-day auxin (5μM NAA and 20 μM NPA) or cytokinin treatments (5μM BAP) were applied to 5-day-old *ipt1,3,5,7* mutant roots and protophloem distances quantified with Fiji. Scale bar = 10 μm. The experiment was repeated three times. Numbers depict number of roots analyzed (n). The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5x the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted p-value<0.05). **b)** Cross sections of *DR5rev:erGFP pARR5:erRFP* 5 dag (upper row) and 7 d (lower row). GFP and RFP fluorescence overlap prior to procambial division is marked with asterisk (\*). Scale bar represents 10 μm.

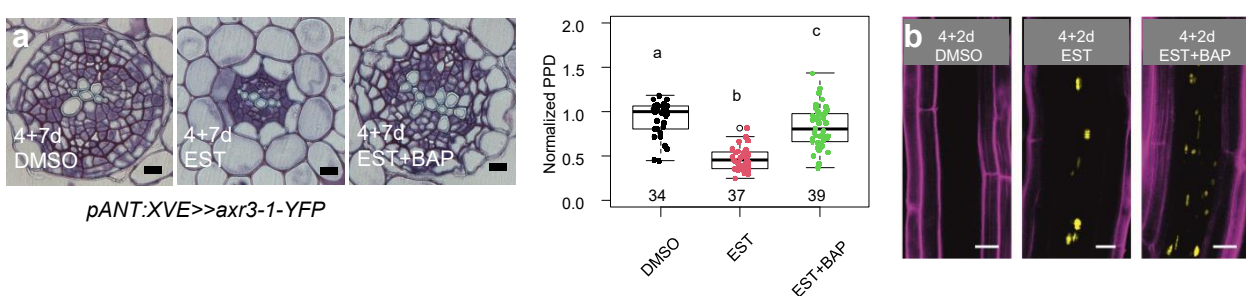

**Supplementary Figure S9. Long-term treatment of *pANT:XVE>>axr3-1-YFP* with EST and EST+BAP. Supports Figure 4.**

**a)** *pANT:XVE>>axr3-1-YFP* grown for 4 days on ½ GM transferred for 7 days onto DMSO, 5 μM EST or 5 μM EST plus 1 μM BAP medium. Scale bar=10 μm. The experiment was repeated three times. Numbers depict number of roots analyzed with Fiji (n). Box-and-whisker plots show PPD normalized to the DMSO control median. The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5x the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted p-value<0.05). **b)** Longitudinal images of *pANT:XVE>>axr3-1-YFP* grown for 4 days on ½ GM and transferred for 2 days onto DMSO control medium, onto 5 μM β-estradiol medium or onto 5 μM β-estradiol medium plus 1 μM BAP. Scale bar = 25 μm.

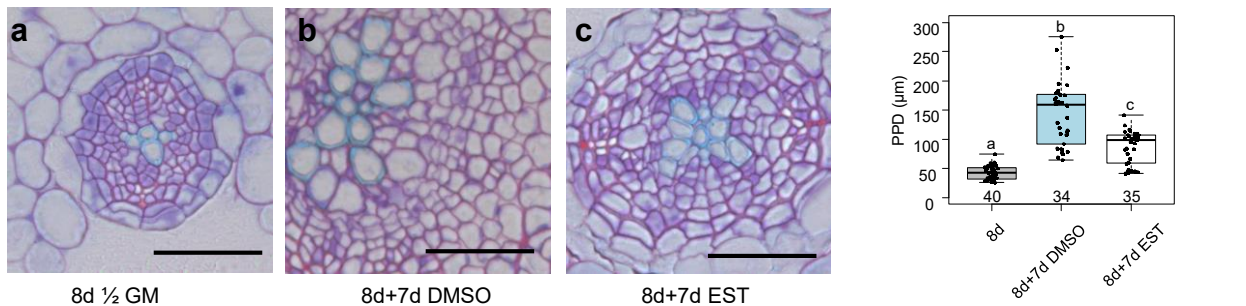

**Supplementary Figure S10. Auxin signaling is continuously required for cambium activity. Supports Figure 5. a-c)** Histological cross section of *pANT:XVE>>axr3-1-YFP* (a) grown for 8 days on ½ GM, (b) grown for 8 days on ½ GM and transferred for 7 days onto DMSO control medium or (c) 5 μM β-estradiol medium. Scale bar = 50 μm. The experiment was repeated three times. Box-and-whisker plots show PPD and numbers depict number of roots analyzed with Fiji (n). The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5x the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted p-value<0.05).

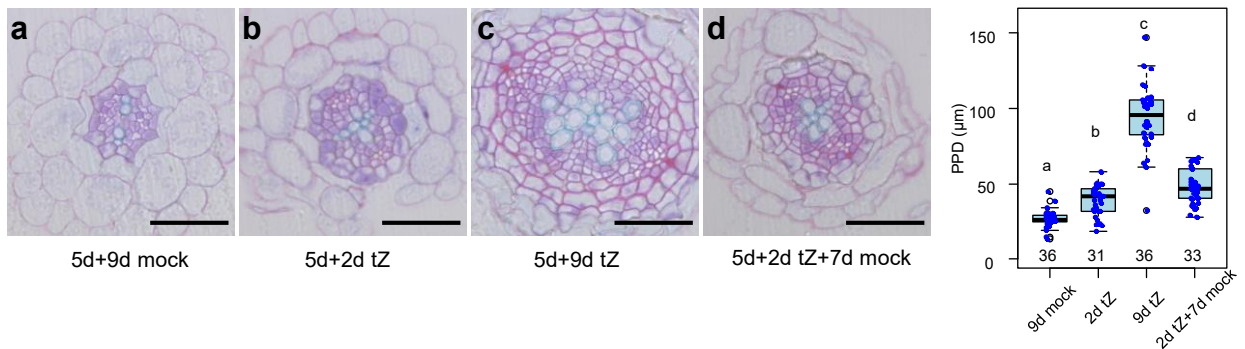

**Supplementary Figure S11. Cytokinins are continuously required for root secondary growth. Supports Figure 5. a-d)** Histological cross section of *ipt1,3,5,7* grown for 5 days on  $\frac{1}{2}$  GM and transferred (a) onto mock control medium for 9 days, (b) onto 200 nM tZ medium for 2 days, (c) onto 200 nM tZ medium for 9 days, and (d) onto 200 nM tZ medium for 2 days and transferred back onto mock control medium for 7 days. Scale bar = 50  $\mu\text{m}$ . The experiment was repeated three times. Box-and-whisker plots show PPD and numbers depict number of roots analyzed with Fiji (n). The boxes in the box-and-whisker plots show the median and interquartile range, the whiskers indicate 1.5x the interquartile range, and outliers are shown as circles. Individual data points are plotted on top of the box-and-whisker plots. Letters indicate statistical significance following Wilcoxon rank sum test with BH correction (adjusted p-value < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

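RNA was measured in 24 libraries of root segments from 9-d-old plants of the estradiol-inducible axr3-1-YFP line, in 8 groups of 3: DMSO, EST (5 µM), BAP (1 µM) and EST + BAP, each at 4 and 24 h. The authors extracted total RNA, depleted ribosomal RNA, sequenced strand-specific libraries, quantified transcripts with Kallisto on AtRTD2 and deposited the estimated counts summed per gene as whole numbers, without normalization, for 34212 genes. Of these genes, 33437 were matched to the TAIR10.1 annotation by their locus names, and 133 chloroplast, 143 mitochondrial and 4 nuclear ribosomal RNA genes were identified by it. Conditions and replicate numbers were taken from the sample labels and the paper, and all columns were used.

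The total count per library ran from 14514022 to 45586679, and the counts on nuclear genes other than ribosomal RNA from 6001669 in DMSO 24 h replicate 1 to 40450292. Every pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 7.38 to 54.29 across genes, so the spread between replicates sets the precision and no library was counted as a duplicate.

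From the deposited counts, edgeR 4.0.16 (R 4.3.3) was run with TMM normalization, filterByExpr with a minimum count of 10, and the quasi-likelihood test, separately for each pair of groups. The 6 comparisons with DMSO, EST + BAP against BAP at each time, the EST by BAP interaction in the 12 libraries of each time, and the EST by time interaction were tested. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an absolute log2 fold change of at least 0.5 and an adjusted p of at most 0.05. In the interaction tests the adjusted p alone decided. Fold changes against a group whose libraries all held at most 3 counts are given as lower bounds.

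GO annotation was not used here. In its place, 10 lists with 143 genes were written from gene family names: Aux/IAA (without AXR3), auxin-induced GH3 and LBD, DNA replication, hypoxia, mitotic cell cycle, photosynthesis antenna, PIN, salicylic acid and defence, TDIF-PXY pathway and type-A ARR. They were tested with camera (preset correlation 0.01) in limma 3.58.1, adjusted over 60 tests, and with Fisher's exact test against the genes tested. The alternative was fry, which tests for any change of a list and does not compare it with other genes. The 20 list tests on the interaction and the 20 on EST + BAP against BAP, each adjusted over its 20 tests, were chosen after the data were seen, as were the alternatives of the latter. Genes named are AXR3, genes the paper names or whose pathway it names, the 3 list members with the smallest adjusted p where a sentence names their process, the 3 called genes with the largest rise and the 3 with the largest fall per comparison (groups not overlapping and at least 10 counts on average in the higher group), every gene of a comparison with few calls, and the 5 genes with the smallest p of each interaction test.

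Alternatives were DESeq2 size factors in edgeR, no filter on low counts, edgeR's exact test, DESeq2 1.42.0, the replicate number as a block, all 4 groups of a time in one fit, organelle and ribosomal RNA genes left out, libraries thinned to the lowest total, a log2 cutoff of 0.05, each library left out in turn, and disjoint DMSO libraries for EST and BAP. Thinning to the lowest total of nuclear counts was added after seeing the data. The other tests, the gene lists, the rule for named genes and the other alternatives were chosen before the data were examined. Copies of named genes were searched with blastn 2.17.0 (at least 95% identity over at least 50% of the length) and overlapping genes with bedtools 2.31.1, on sequences taken with samtools 1.23.1.

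Replicate numbers were checked as pairings. In 4 of the 12 pairs of groups every same-numbered pair of libraries deviated together with r over 0.1, namely BAP and DMSO at 24 h (0.122 to 0.196) and EST + BAP with DMSO (0.138 to 0.414), with EST (0.237 to 0.359) and with BAP (0.203 to 0.322) at 4 h. This pairing comes from the counts, since the paper states only that the experiment was repeated.

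The tests were run on simulated counts with 200 genes changed by 1 log2 unit. The quasi-likelihood test recovered 156 of them (78%) with 19 false calls among 21288 genes, the exact test 171 with 59, and DESeq2 168 with 52 among 21485. For the interaction, 96 of 200 genes (48%) were recovered at 4 h and 134 (67%) at 24 h. With an interaction of 2 log2 units, 183 and 193 were recovered. For the overlaps between EST and BAP at 24 h, DMSO, EST and BAP groups were drawn around the mean DMSO levels, 20 times without changes and 20 times with the observed log2 fold changes of each treatment shuffled among genes of similar counts.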

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

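The test of the endogenous AXR3 transcript, the reading of the 4-h shift in EST alone, the splits compared at an unadjusted p and the permutations that cancel an equal EST effect were chosen after the results were seen.

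The effect of EST on AXR3 counts differed between the time points. The EST by time term of AXR3 was -1.46 on the log2 scale (standard error 0.15, edgeR adjusted p = 0.000758), from a log2 fold change of 1.69 at 4 h to 0.23 at 24 h. The high share of ribosomal RNA in DMSO 24 h replicate 1 does not account for it, since the term was -1.47 without that library. The counts hold transgene and endogenous transcript together. A fall of the endogenous AXR3 transcript with other Aux/IAA genes may offset transgene reads at 24 h, and 12 other Aux/IAA genes were called lower then, but these cannot be told apart because the counts do not separate the transcripts. With BAP present, the AXR3 counts were lower with EST at 24 h (log2 fold change -0.46, standard error 0.09, edgeR adjusted p = 0.00341). Added transgene reads alone would not lower the count, so this value goes with a fall of the endogenous transcript in the presence of BAP. The size of such a fall was not measured, and for EST without BAP it stays open. The fall of ANT, whose promoter drives XVE, at 24 h (-2.58) leaves lower transgene expression open as well, which was not tested. The 4-h and 24-h plants came from separate experiments, so the time and the experiment cannot be told apart.

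For the EST effect across genes, 1140 of 22021 genes differed between 4 and 24 h. DOF1.6 was among them, with an EST by time term of -1.19 (standard error 0.26, edgeR adjusted p = 0.0237), and -1.23 without DMSO 24 h replicate 1 (edgeR adjusted p = 0.0319). The terms of PXY (-0.44, edgeR adjusted p = 0.406) and WOX4 (-0.63, edgeR adjusted p = 0.207) did not pass. A candidate explanation is an early start of the EST 24 h response, so that changes under the threshold at 4 h grow later. Genes called lower in EST at 24 h had a median shift of -0.081 at 4 h and those called higher 0.082. In EST + BAP against BAP at 4 h, the shifts were -0.188 and 0.154. The shift in EST alone was as large in 4 of 20 orderings of its libraries, so it does not stand out from chance, and that in EST + BAP against BAP in 1 of 20, the real one. Taken jointly, shifts were as large in 4 of 400 orderings, the real one included. For EST without BAP the explanation stays open.

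The EST effect differed with BAP in 305 genes at 24 h (edgeR, adjusted p of at most 0.05). When EST labels were permuted within the libraries with and without BAP, 8 of 60 splits gave as many genes, with up to 10773. Some of those splits keep an EST effect. In permutations that exchange 1 library of each pair of groups, so that an EST effect equal with and without BAP cancels, 1 of 82 splits gave as many, the real one, and the highest other count was 1. Each permuted group then mixes libraries with and without EST. Such mixing widens the spread within groups and lowers the counts whatever the interaction, so this test does not decide on chance. Leaving out EST + BAP 24 h replicate 3 lowered the count to 99 and leaving out BAP 24 h replicate 3 lowered it to 102. At 4 h the interaction was called in 0 genes, with 893 at an unadjusted p under 0.05 against 1097 expected by chance. A count of 0 is met by all 60 of 60 splits whatever the data, so that count decides nothing. At an unadjusted p under 0.05, 34 of 60 splits gave as many genes, the real one included, and the median of the others was 991. Differences between repeats of the experiment that are shared by the 4 groups stay open. With the replicate number as a block, 0 genes passed, while 1378 had an unadjusted p under 0.05 and the smallest edgeR adjusted p moved from 0.911 to 0.772. Too few libraries may also hide interactions of 1 log2 unit, as 48% of them were recovered in simulated counts.

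TPPD and AT3G15680, genes the paper does not discuss, were past the threshold after 4 h of EST. The log2 fold change of TPPD was 3.73 at 4 h and 5.56 at 24 h in EST, and 3.51 and 4.04 in EST + BAP against BAP. That of AT3G15680 was -1.70 and -4.35 in EST, and -2.12 and -2.36 in EST + BAP against BAP. Neither gene has a near-identical copy or an overlapping gene in the annotation. The call of TPPD was lost without DMSO 4 h replicate 2 (edgeR adjusted p = 0.0664, range over the 6 fits 0.00246 to 0.0664), and that of AT3G15680 in each of the 6 fits (0.135 to 0.413). A line without the transgene on EST was not analysed here, so an effect of axr3-1 and one of estradiol or XVE were not separated, and no biological explanation was tested.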

How the results depend on the processing

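Scaling, the filter on organelle genes and thinning left most results where they were. Of 21 counts and correlations, 20 stayed within 1.5 times or 1 SD with DESeq2 size factors, and all 19 that could be run did with organelle and ribosomal RNA genes left out and with thinning to the lowest nuclear total, an alternative chosen after seeing the data. Another scaling moved the share of higher calls by over 10 points in EST 4 h only (66.7% to 100%, with 2 genes higher and 0 lower). The causes of the changes that follow were not tested.

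After 4 h of EST, the genes called higher numbered 1 with the replicate block, 11 with all 4 groups in one fit, 30 in edgeR's exact test and 33 in DESeq2. The genes called lower numbered 0 with DESeq2 size factors (RLE) in edgeR, 0 with the replicate block, 0 when thinned to the lowest total, 5 in the exact test and 5 in DESeq2. Across the 6 fits that each left out 1 library, they ran from 0 (without DMSO 4 h replicate 2) to 2 higher and were 0 lower.

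The log2 fold change cutoff of 0.05 gave 2607 genes lower in BAP 4 h, 2357 higher and 2869 lower in EST 24 h, 3378 higher and 3205 lower in EST + BAP 24 h, 8784 different between EST + BAP and BAP at 24 h, 1755 lower in EST and higher in BAP, and 1296 higher in EST and lower in BAP. More genes pass a lower cutoff by construction.

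EST + BAP against BAP at 4 h gave 186 genes with no low-count filter, 134 with the replicate block, 424 in the exact test, 43 with all 4 groups in one fit and 393 in DESeq2, and from 3 (without BAP 4 h replicate 1) to 245 (without EST + BAP 4 h replicate 2) with 1 library left out. The interaction gave 8 genes in DESeq2 at 4 h. At 24 h it gave 512 with the replicate block and 900 in DESeq2, and from 99 (without EST + BAP 24 h replicate 3) to 244 over 12 fits. EST + BAP 4 h had from 719 (without DMSO 4 h replicate 2) to 1358 genes higher and from 511 (without the same library) to 1116 lower. The genes higher in BAP and not in EST + BAP at 4 h ran from 550 (without BAP 4 h replicate 1) to 1295 (without EST + BAP 4 h replicate 3).

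The correlation across genes of the EST 24 h and BAP 24 h log2 fold changes was -0.295 and turned to 0.266 with no low-count filter. In that setting r was 0.646 for 3985 genes with a mean count under 1, and -0.409 for 16317 genes over 100. With disjoint DMSO libraries, it was -0.194, -0.259, -0.349, -0.357 and -0.227 in 5 of 6 divisions, and it ran from -0.296 to -0.204 (without DMSO 24 h replicate 2) with 1 library left out.

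Of the 4 list tests of EST + BAP against BAP at 4 h that were refitted, chosen after seeing the data, Aux/IAA passed without EST + BAP 4 h replicate 1 (camera adjusted p = 0.0059, against 0.0938) and type-A ARR did not pass in fry (0.0754, against 0.00594). The other fits of the 4, with DESeq2 size factors, the replicate block, fry or 1 library left out, changed no call. Among 33 list tests past the threshold, 33 stayed so with DESeq2 size factors, 25 in fry and 29 with the replicate block. The block lost the calls of the list test, auxin-induced GH3 and LBD, EST 4 h (camera adjusted p = 0.0778) and of the same list in EST + BAP 24 h (0.0594), type-A ARR in EST 4 h (0.151) and TDIF-PXY in BAP 4 h (0.0594). Leaving out 1 library kept 178 of 198 list results and weakened 19. The type-A ARR list in EST 4 h ran from 3.41e-05 to 0.601, with its direction reversed at 0.601 (without DMSO 4 h replicate 1).

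Named genes kept their call in 1171 of 1236 fits without 1 library, while 59 were weaker, 2 stronger and 4 reversed. DOF1.6 in BAP 24 h, at 0.05, turned to -0.11 when thinned to the lowest nuclear total, and ran from -0.04 (without BAP 24 h replicate 3 or without DMSO 24 h replicate 2) to 0.19 (without DMSO 24 h replicate 3) over the fits without 1 library. In EST + BAP 24 h, PXY ran from -0.18 to 0.01 (without DMSO 24 h replicate 2) and WOX4 from -0.20 to 0.01 (without DMSO 24 h replicate 3). The block lost the calls of AXR3 (edgeR adjusted p = 0.0563) and AT3G15680 (0.0898) in EST 4 h. Same-numbered EST and DMSO libraries at 4 h had a mean r of 0.320 (-0.063 to 0.554), against -0.161 for different numbers. Not every pair was over 0.1, so whether the block applies there stays open. Over the other alternatives of these genes, the edgeR and DESeq2 adjusted p of AXR3 ran from 1.68e-31 to 0.0563. That of AT3G15680 ran from 1.87e-14 to 0.0898. The block changed no other call of a named gene.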

Differences from the paper's values

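None of the 26 values set beside the paper's differed by more than 1.5 times or more than the larger error. The paper's 2063 genes lower in EST 24 h compare with 1902, its 1051 genes lower in EST and higher in BAP with 995, its 51% with 52.3%, and its 600 genes higher in EST and lower in BAP with 539. Among the alternatives set before the data were examined, edgeR's exact test gave 2038, 1047, 51.4% and 591, and all 4 groups in one fit gave 2049, 1079, 52.7% and 579. With BAP 24 h replicate 2 left out the percentage was 51. The paper's supplementary tables were held in part, with 1999 of 21952 lines for BAP 4 h. In these lines every count was the same, and the median absolute difference in log2 fold change was 0.0024.

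Fig. 5c shows response to auxin as enriched after 4 h of BAP. The Aux/IAA list did not pass in camera (camera adjusted p = 0.0906) and passed in fry (fry adjusted p = 0.00816), with 6 genes higher and 2 lower. AXR3, an Aux/IAA gene left out of the list, rose in BAP 4 h without EST (log2 fold change 1.74, edgeR adjusted p = 0.000209).

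Fig. 5f shows biotic and abiotic stress processes among genes lower after 24 h of BAP, hypoxia among them. The hypoxia list had 5 genes higher and 1 lower in BAP 24 h (camera adjusted p = 0.244), and the salicylic acid and defence list 3 lower and 1 higher (camera adjusted p = 0.372). Neither list passed in fry (0.075 and 0.185).

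Fig. 5g places TDIF-PXY signaling downstream of cytokinin. The paper's evidence includes BAP responses of a cytokinin-deficient mutant, BAP-treated reporter lines, and reduced BAP responses in mutants of the pathway. The libraries used here come from the estradiol-inducible line, not from that mutant, and from roots whose cambium was already active. Their values therefore do not test that evidence. In BAP 24 h, WOX4 had a log2 fold change of 0.41, under the cutoff of 0.5. It was called with the log2 cutoff of 0.05, without BAP 24 h replicate 1 (0.54, edgeR adjusted p = 0.00518), without DMSO 24 h replicate 3 (0.53, edgeR adjusted p = 0.0178), and with libraries thinned to the lowest nuclear total (0.51, edgeR adjusted p = 0.026), an alternative chosen after seeing the values. Over the 15 alternatives its edgeR or DESeq2 adjusted p ran from 0.00518 to 0.138. PXY had 0.41 at 4 h (edgeR adjusted p = 0.035) and is called there with the log2 cutoff of 0.05. The TDIF-PXY list in BAP 24 h did not pass in camera (camera adjusted p = 0.153) and passed in fry (fry adjusted p = 0.0172).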

Other observations

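The test of reads shared by AT2G07741 and the simulations of independent changes were chosen after the results were seen, and the simulations of unchanged groups were redrawn then so that the DMSO group varied too.

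Fewer genes were called in EST + BAP than in BAP at 4 h. EST + BAP 4 h replicate 1 had 14.0% ribosomal RNA and 9.71% chloroplast counts, and without it 1591 genes were called in all, below each of the counts of BAP without 1 library (2698, 3521 and 2710). With every library thinned to 24722876 nuclear counts, EST + BAP had 2350 calls and BAP 3545, so depth is not the cause. A larger spread with an equal response stays open. The biological coefficient of variation was 0.153 in the comparison of EST + BAP 4 h with DMSO and 0.137 in that of BAP 4 h. Genes chosen in other libraries, those called higher in BAP 24 h, had a median log2 fold change at 4 h of 0.409 in EST + BAP (0.377 to 0.442 with 1 library left out) and 0.538 in BAP (0.515 to 0.588). These ranges do not measure the error of the medians, since their fits share most libraries. EST + BAP against DMSO also holds the effect of EST alone. A weaker BAP response under axr3-1 may explain the gap, as a hypothesis. For genes called lower in BAP 24 h, the medians were -0.364 (-0.395 to -0.317) and -0.431 (-0.467 to -0.400).

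Opposite changes in EST 24 h and BAP 24 h were measured as the correlation across genes of the EST 24 h and BAP 24 h log2 fold changes, -0.295. Genes are not independent replicates. The same DMSO libraries in both comparisons argue the other way, with r from 0.479 to 0.542 in 20 simulations of unchanged groups that shared 1 DMSO group, and from 0.043 to 0.076 where the genes changed independently in EST and BAP. After a trend on gene length and GC content was removed, over 98.9% of the genes, r was -0.294. Without DMSO 24 h replicate 1, r was -0.252. The regulation of shared genes by auxin and cytokinin may explain the pattern, as a hypothesis.

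The direction of the EST effect at 24 h was compared in libraries without and with BAP. Of the genes lower in EST 24 h, 97% (1835 of 1891) were lower in EST + BAP against BAP too, and 1281 were called, with medians of -0.87 and -0.68. A shared direction does not test whether the EST effect adds to the BAP effect, since a smaller effect with BAP shares it too. In the DNA replication list the median was -1.21 without BAP and -0.57 with it (median interaction 0.66, fry adjusted p = 0.023). In the TDIF-PXY list it was -0.83 and -0.41 (median interaction 0.38, fry adjusted p = 0.0224). The interaction of the mitotic cell cycle list had the other sign (median -0.33) and did not pass in fry (fry adjusted p = 0.711).

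In each of the 8 comparisons of a pair of groups, 1 of 10 splits of the 6 libraries gave as many called genes, the real split, and the other splits gave 0. With 3 libraries against 3, the share cannot go below 0.1.

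AT2G07741, a nuclear gene, had a fitted log2 fold change of -10.97 in BAP 24 h, where replicates 1 to 3 held 5, 0 and 0 counts. The size of this value rests on the 5 counts of replicate 1, and it was -14.78 without that library. The sequence of the gene is 100% identical to mitochondrial sequence over 1158 and 761 bases. Reads shared with the mitochondrial copies and a fall of the gene itself cannot be told apart, since the identity covers the whole 1158 bases of the gene. The summed counts of the gene and its copies changed by -0.24 on the log2 scale (standard error 0.10, edgeR adjusted p = 0.0791), which decides nothing: the gene held 5.84% to 9.06% of that sum in DMSO 24 h, so its full loss would change the sum by -0.09 to -0.14. In EST 24 h the gene had 0, 3267 and 2824 counts in replicates 1 to 3. No biological explanation was tested. The gene is counted among those called lower in BAP 24 h.

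Other list results follow. The photosynthesis antenna list fell with BAP, with 9 genes lower at 4 h (11 adjusted over the list alone, camera adjusted p = 9.65e-05, fry adjusted p = 0.0769) and 15 of 15 at 24 h (median -1.21, camera adjusted p = 2.69e-07). With EST + BAP, 6 were lower at 4 h (camera adjusted p = 3.73e-06, fry adjusted p = 0.0641) and 11 at 24 h (camera adjusted p = 1.01e-07). CAB1 and CAB3 in this list have near-identical copies. In EST 24 h the list did not pass (camera adjusted p = 0.0927). The auxin-induced GH3 and LBD list had 4 of 6 genes lower in BAP 24 h (median -0.84, camera adjusted p = 0.144, fry adjusted p = 0.0253) and 4 of 7 lower in EST + BAP 24 h (camera adjusted p = 0.0371, 0.0219 to 0.0923 over the fits without 1 library, the highest without DMSO 24 h replicate 2). Passing in fry and not in camera were also this list in EST + BAP 4 h (1 higher, 2 lower, camera adjusted p = 0.223, fry adjusted p = 0.0214) and the Aux/IAA list in BAP 24 h (6 higher, 3 lower, camera adjusted p = 0.299, fry adjusted p = 0.0253). The PIN list fell in EST + BAP 24 h, with 5 lower (median -0.65, camera adjusted p = 0.00231). The Aux/IAA list fell there as well, with 8 lower and 1 higher (median -0.41, camera adjusted p = 0.0015). The type-A ARR list rose in BAP 24 h (7 higher, 1 lower, camera adjusted p = 5.62e-06) and in EST + BAP 24 h (7 higher, 0 lower, camera adjusted p = 3.88e-07). In EST 24 h it had 1 gene higher and 3 lower (camera adjusted p = 0.87), with RR16 at 2.17 and ARR15 at -2.09.

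In EST 4 h, camera called 5 lists with 0 genes called in each and none passed in fry: mitotic cell cycle (median -0.18, camera adjusted p = 0.000184), TDIF-PXY (-0.19, camera adjusted p = 0.00291), type-A ARR (-0.37, camera adjusted p = 0.0443), hypoxia (0.18, camera adjusted p = 0.00922) and GH3 and LBD (0.35, camera adjusted p = 0.0214). With 1 library left out, TDIF-PXY kept its call (0.000225 to 0.0384). The genes at an unadjusted p under 0.05 numbered 2 for mitotic cell cycle, 1 for TDIF-PXY and 0 for the other lists of the 5. The lists apart from TDIF-PXY lost their call in 2 or 3 of the 6 fits, with the highest camera adjusted p at 0.163 for mitotic cell cycle (without DMSO 4 h replicate 3), 0.601 for type-A ARR (without DMSO 4 h replicate 1), 0.675 for hypoxia (without EST 4 h replicate 3) and 0.639 for GH3 and LBD (without EST 4 h replicate 1). DNA replication interaction terms at 24 h were positive in 8 of 8 genes (median 0.66, camera adjusted p = 1.82e-10, fry adjusted p = 0.023), with 3 genes past the threshold over all genes and 8 adjusted over the list alone. The mitotic cell cycle list had a negative term (median -0.33, camera adjusted p = 0.0104, fry adjusted p = 0.711).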
